# Gene Expression Analyses during Spontaneous Reversal of Cardiomyopathy in Mice with Repressed Nuclear CUG-BP, Elav-Like Family (CELF) Activity in Heart Muscle

**DOI:** 10.1371/journal.pone.0124462

**Published:** 2015-04-20

**Authors:** Twishasri Dasgupta, Ryan J. Coram, Samantha J. Stillwagon, Andrea N. Ladd

## Abstract

CUG-BP, Elav-like family (CELF) proteins regulate cell type- and developmental stage-specific alternative splicing in the heart. Repression of CELF-mediated splicing activity via expression of a nuclear dominant negative CELF protein in heart muscle was previously shown to induce dysregulation of alternative splicing, cardiac dysfunction, cardiac hypertrophy, and dilated cardiomyopathy in MHC-CELFΔ transgenic mice. A “mild” line of MHC-CELFΔ mice that expresses a lower level of the dominant negative protein exhibits cardiac dysfunction and myopathy at a young age, but spontaneously recovers normal cardiac function and heart size with age despite the persistence of splicing defects. To the best of our knowledge, this was the first example of a genetically induced cardiomyopathy that spontaneously recovers without intervention. In this study, we explored the basis for this recovery. We examined whether a transcriptional program regulated by serum response factor (SRF) that is dysregulated in juvenile MHC-CELFΔ mice is restored in the mild line with age, and evaluated global changes in gene expression by microarray analyses. We found that differences in gene expression between the mild line and wild type hearts are greatly reduced in older animals, including a partial recovery of SRF target gene expression. We did not find evidence of a new compensatory pathway being activated in the mild line with age, and propose that recovery may occur due to developmental stage-specific compatibility of CELF-dependent splice variants with the cellular environment of the cardiomyocyte.

## Introduction

CUG-BP, Elav-like family (CELF) proteins regulate cell type- and developmental stage-specific alternative splicing in the heart [1]. Repression of CELF function or over-expression of CELF proteins in heart muscle leads to cardiomyopathy in transgenic mice [2,3,4], and dysregulation of CELF-mediated alternative splicing has been implicated in human cardiac pathogenesis in myotonic dystrophy and diabetic cardiomyopathy [5,6,7]. In addition to regulating cardiac gene expression directly through the alternative splicing of cardiac transcripts, we recently demonstrated that perturbing CELF activity in the hearts of transgenic mice also affects cardiac gene expression indirectly via modulation of the transcriptional activity of serum response factor (SRF) [8]. Repression of nuclear CELF activity in heart muscle reduced expression of homeodomain only protein X (HOPX) and four and a half LIM domain-containing protein 2 (FHL2), proteins which bind to SRF and inhibit its activity [9,10,11], and increased the expression of SRF target genes. Conversely, over-expression of CELF1 induced FHL2 expression and reduced the expression of SRF target genes. SRF is a key cardiac transcription factor involved in regulating heart development, aging, contractile apparatus structure and function, and cardiac hypertrophy [12,13,14,15]. Thus, CELF proteins represent an important regulatory node for controlling cardiac gene expression at transcriptional and post-transcriptional levels during normal development and disease.

In MHC-CELFΔ transgenic mice, a nuclear dominant negative CELF protein (NLSCELFΔ) is expressed under control of the mouse α-myosin heavy chain promoter, which drives specific expression in postnatal heart muscle [4]. CELF-mediated alternative splicing is specifically dysregulated in MHC-CELFΔ hearts, and this dysregulation can be rescued by over-expression of the cardiac CELF protein, CELF1 [4]. Two lines of MHC-CELFΔ mice, the MHC-CELFΔ-10 (“severe”) line and MHC-CELFΔ-574 (“mild”) line, express different amounts of NLSCELFΔ protein and exhibit different degrees of cardiac pathogenesis that correlate with the extent to which the splicing of CELF targets is dysregulated [4,16]. Both lines develop cardiac hypertrophy, dilated cardiomyopathy, and impaired cardiac function, all of which are greater in the severe line. In addition, myocytolysis, fibrosis, and elevated mortality rates are observed in the severe, but not mild, line. CELF proteins are thought to drive some fetal-to-adult transitions in alternative splicing [17,18], and the onset of cardiomyopathy in MHC-CELFΔ mice is consistent with an important role in early postnatal remodeling in the heart [16]. Longitudinal analyses of MHC-CELFΔ mice also revealed a surprising recovery of cardiac function, dilation, and hypertrophy in the mild line over time without a loss of NLSCELFΔ expression, change in endogenous CELF protein expression, or reversal of splicing defects [16]. The heart does not improve with age in the severe line, probably because early muscle loss and fibrosis is too extensive to recover. To the best of our knowledge, the recovery of the mild line of MHC-CELFΔ mice was the first example of a genetically induced cardiomyopathy that spontaneously recovered without intervention. The basis for this recovery, however, has remained a mystery.

In this study, we examined whether a normalization of SRF activity could contribute to recovery in the MHC-CELFΔ mild line. We found that the SRF inhibitors HOPX and FHL2 were expressed at higher levels in the mild line at 24 weeks than at 3 weeks, but remained lower than wild type. Some, but not all, SRF target genes returned to normal levels at 24 weeks, indicating that there is a partial restoration of the SRF pathway in the mild line with age. Global differences in gene expression were also compared between wild type and MHC-CELFΔ mice at 3 weeks and 24 weeks by microarray. Consistent with the reversal of cardiomyopathy in the mild line, many genes that were dysregulated at 3 weeks returned to normal levels at 24 weeks. In contrast, global gene expression in the severe line (which does not recover) became more disrupted with age. Only a handful of changes occurred in the mild line specifically at 24 weeks, and these are not predicted to be beneficial. Thus, there is no evidence of a new compensatory pathway being activated in the mild line. This supports a model in which developmental stage-specific compatibility of CELF-dependent splice variants dictates their effects on cardiac health and function.

## Materials and Methods

### Ethics statement

This study was conducted under the approval of the Cleveland Clinic Institutional Animal Care and Use Committee (Protocol number 2011–0493) and in strict accordance with the recommendations of the American Veterinary Medical Association. Mice were euthanized by carbon dioxide inhalation followed by cervical dislocation to ensure death, consistent with the guidelines of the American Veterinary Medical Association Panel on Euthanasia. All efforts were made to minimize pain and distress during animal husbandry and euthanasia.

### Transgenic mice

MHC-CELFΔ-10 (“severe”) and MHC-CELFΔ-574 (“mild”) transgenic lines were maintained as hemizygotes. Wild type littermates were used for sex- and age-matched controls. Genotyping was performed by PCR as previously described [4]. Because males exhibit a lower penetrance of the phenotype than females in both lines [4], only females were used in this study.

### Western blotting

Western blots were performed as previously described [8]. All western blots shown are representative of three independent sets. Equivalent loading was confirmed both by stripping and reprobing for GAPDH, and by Ponceau S staining of the membrane. Quantification was performed using ImageQuant TL software. Pairwise comparisons of means from the three sets were performed via one-tailed t-tests assuming unequal variances using Microsoft Excel software. Differences were considered statistically significant when P ≤ 0.05.

### Real-time RT-PCR

Real-time RT-PCR experiments were performed as previously described [8]. Primers sequences are provided in S1 Table. All real-time RT-PCR reactions were performed in triplicate on samples from at least three different individuals per group. Data was analyzed with StepOne software v2.1 using the comparative CT method. Fold changes are reported as the mean + standard error of the mean. Statistical comparisons of means were performed via one-tailed t-tests assuming unequal variances using Microsoft Excel software. Differences were considered statistically significant when P ≤ 0.05.

### Microarray analysis

Whole hearts were excised postmortem from 3 or 24 week-old female mice, and RNA samples were prepared as previously described [8]. Two wild type mice from each line were used at both 3 and 24 week time points (n = 4 total), three each of MHC-CELFΔ-10 and MHC-CELFΔ-574 transgenic mice were used at 3 weeks, and five each of MHC-CELFΔ-10 and MHC-CELFΔ-574 transgenic mice were used at 24 weeks. cDNA library preparation and hybridization to MouseWG-6 v2.0 Expression BeadChips (Illumina) were performed by the Cleveland Clinic Lerner Research Institute’s Genomics Core. The microarray data for this study have been deposited in NCBI’s Gene Expression Omnibus [19], and are accessible through GEO Series accession number GSE62363 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62363). The new microarray data were combined with our previously generated data set (GEO accession number GSE40677; [8]) from 3 week-old wild type (n = 6) and transgenic mice (n = 3 per line) in order to increase the sample size for greater statistical power. Statistical comparisons of the data, pathway and gene ontology analyses were performed by the Cleveland Clinic Bioinformatics Core as previously described [8]. An FDR p-value threshold of < 0.05 or raw p-value of < 0.001 and absolute fold change threshold of 2.0 were used to identify significantly affected genes.

## Results and Discussion

### SRF-dependent gene expression partially recovers in the mild line at 24 weeks

We previously demonstrated that *Hopx* and *Fhl2* transcripts and their corresponding proteins are reduced in MHC-CELFΔ mice compared to wild type littermates at 3 weeks [8]. This reduction in HOPX and FHL2 is accompanied by an increase in the expression of several SRF target genes despite no difference in SRF levels, presumably due to the alleviated inhibition of SRF activity (Fig 1A). We proposed that the combined effects of dysregulating the SRF transcriptional program and dysregulating the alternative splicing of CELF targets both contribute to cardiac dysfunction in MHC-CELFΔ mice [8]. In the mild line (MHC-CELFΔ-574), the state of the heart improves with age such that by 24 weeks the ejection fraction, fractional shortening, chamber dilation, wall thickness, and heart size are all comparable to wild type [16]. This recovery does not occur because splicing is restored to normal, however, as CELF targets continue to exhibit aberrant splicing patterns at 24 weeks [16]. To test whether normalization of the SRF program could be contributing to recovery in the mild line, we evaluated *Srf*, *Hopx*, and *Fhl2* expression in transgenic females at 24 weeks of age (Fig 1B). As seen at 3 weeks, *Hopx* and *Fhl2* transcripts are still significantly reduced in both mild and severe lines compared to wild type, while *Srf* remains at normal levels. SRF, HOPX, and FHL2 protein levels were also compared between transgenic and wild type animals by western blot (Fig 1C and 1D). As previously reported [8], HOPX and FHL2 levels were strongly reduced in MHC-CELFΔ mice at 3 weeks. Interestingly, HOPX levels were higher in transgenic hearts of the mild line at 24 weeks than at 3 weeks, although they remained lower than wild type. FHL2 levels also showed a trend towards increased levels at 24 weeks compared to 3 weeks, though this difference was not statistically significant. In contrast, HOPX and FHL2 levels did not change with age in either the wild type or severe line mice, where levels were higher to start with.

**Fig 1:**
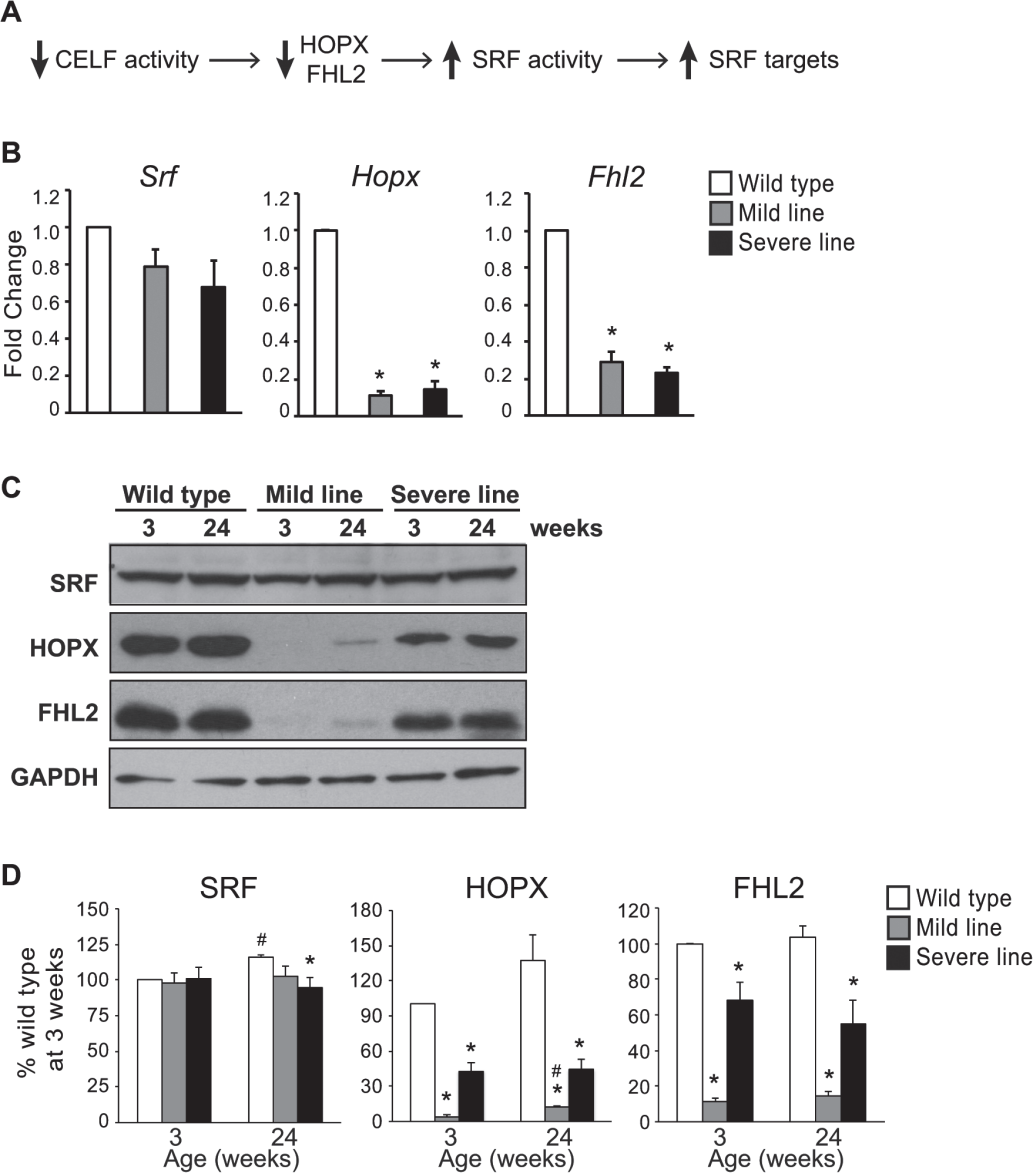
*Hopx* and *Fhl2* remain down-regulated in MHC-CELFΔ mice at 24 weeks. (A) We previously demonstrated that *Hopx* and *Fhl2* transcripts and proteins are down-regulated in MHC-CELFΔ mice at 3 weeks [8]. HOPX and FHL2 are known inhibitors of the cardiac transcription factor SRF, and reductions in HOPX and FHL2 are accompanied by increases in SRF target genes without a corresponding increase in SRF levels. (B) Total RNA was extracted from the hearts of 24 week-old wild type and MHC-CELFΔ mice, and mRNA levels were assayed by qRT-PCR using SYBR green-based detection. While *Srf* transcripts were not significantly changed, *Hopx* and *Fhl2* remain down-regulated in the hearts of both lines of MHC-CELFΔ mice at 24 weeks. Fold changes shown represent the mean + standard error of the mean of three independent sample sets. An asterisk indicates a significant difference from wild type (P ≤ 0.05). (C) Representative western blots of wild type, MHC-CELFΔ mild and severe line females at 3 and 24 weeks of age. Equivalent loading was further confirmed by Ponceau S staining (data not shown). (D) Quantitation of western blots (n = 3) shows an increase in HOPX expression in transgenic mice from the mild line at 24 weeks compared to 3 weeks, although levels still remain reduced compared to wild type hearts at the equivalent age. There is a trend towards increased FHL2 levels in the mild line at 24 weeks as well, but it is not statistically significant compared to the mild line at 3 weeks, and remains significantly lower than wild type. HOPX and FHL2 levels do not change over time in the severe line, and remain lower than wild type. SRF levels vary only slightly, and do not differ between wild type and the mild line at 3 or 24 weeks. An asterisk indicates a significant difference from wild type mice at the same age, and a pound sign indicates a significant difference from mice of the same group at 3 weeks (P ≤ 0.05).

ACTA1 and FHL1 are two SRF targets that were previously shown to be up-regulated at the mRNA and protein levels in MHC-CELFΔ mice at 3 weeks [8]. ACTA1 and FHL1 protein levels increase with age in wild type mice (Fig 2A and 2B). FHL1 is elevated in the transgenic mice at 3 weeks, but at 24 weeks the levels in the mild line are comparable to wild type. FHL1 levels in the severe line show a strong trend towards still being elevated at 24 weeks, although this difference is not statistically significant (P = 0.10), perhaps due to greater variability in the levels in the severe line. ACTA1 levels exhibit a similar trend (i.e., elevated at 3 weeks and comparable at 24 weeks), but the differences are smaller, more variable, and do not reach statistical significance at either age. The levels of four additional SRF targets were evaluated at 24 weeks by qRT-PCR (Fig 2C). *Tpm2*, *Egr1*, *Rcan1*, and *Nppb* transcript levels are all significantly elevated in the mild line at 3 weeks, with *Egr1*, *Rcan1*, and *Nppb* all exhibiting greater than 3-fold higher levels than wild type [8]. At 24 weeks, although *Tpm2* and *Egr1* still show a trend towards slightly higher expression in the mild line, their levels are not significantly different from wild type (P > 0.2). *Rcan1* and *Nppb* remain significantly higher, although the extent to which *Rcan1* is up-regulated is approximately half that observed at 3 weeks. Together, these data indicate that there is a partial restoration of SRF target gene expression in the MHC-CELFΔ mild line at 24 weeks. In the severe line, all four SRF targets continued to show a trend towards increased expression compared to wild type at 24 weeks, but did not reach statistical significance (P = 0.15, 0.07, 0.10, and 0.07 for *Tpm2*, *Egr1*, *Rcan1*, and *Nppb*, respectively). The lack of statistical significance may be due to higher levels of variability in the severe line. Some degree of elevation was observed for all four transcripts in each sample of the three sample sets tested, ranging from 1.2- to 4.7-fold, 1.3- to 3.1-fold, 1.3- to 3.5-fold, and 1.4- to 4.0-fold for *Tpm2*, *Egr1*, *Rcan1*, and *Nppb*, respectively. Greater variability in the severe line was previously noted at 3 weeks as well [8].

**Fig 2:**
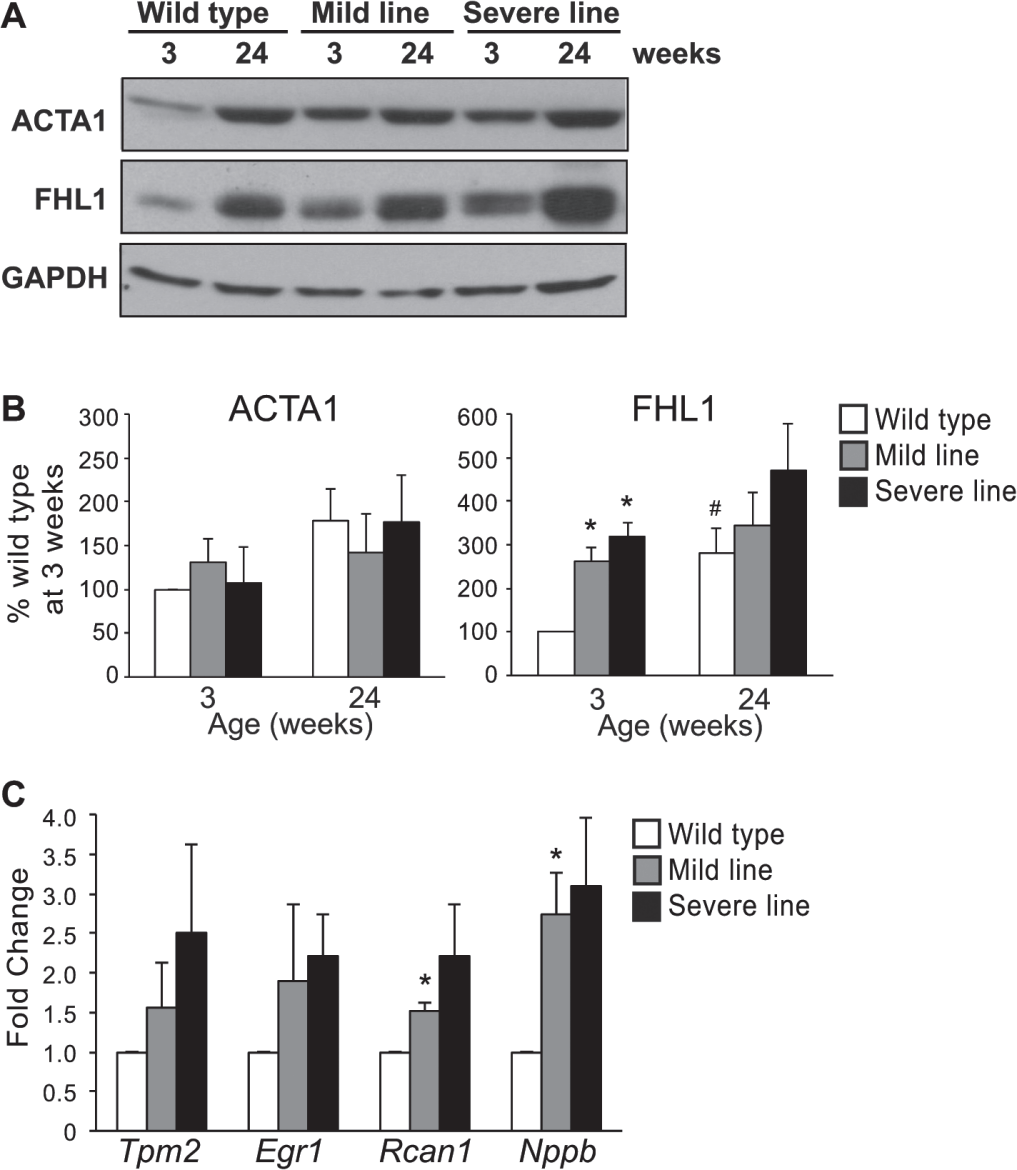
SRF target genes are less dysregulated at 24 than 3 weeks in the mild line. (A) Representative western blots of wild type, MHC-CELFΔ mild and severe line females at 3 and 24 weeks of age. Equivalent loading was further confirmed by Ponceau S staining (data not shown). (B) Quantitation of western blots (n = 3) shows an increase in the SRF targets ACTA1 and FHL1 in wild type hearts at 24 weeks compared to 3 weeks. Although ACTA1 and FHL1 levels are elevated in both transgenic lines at 3 weeks, levels are close to those observed in wild type at 24 weeks. An asterisk indicates a significant difference from wild type mice at the same age, and a pound sign indicates a significant difference from mice of the same group at 3 weeks (P ≤ 0.05). (C) Total RNA was extracted and mRNA levels were assayed by qRT-PCR using SYBR green-based detection. While *Tpm2*, *Egr1*, *Rcan1*, and *Nppb* levels were all significantly up-regulated in hearts of MHC-CELFΔ-574 mice at 3 weeks [8], only *Rcan1* and *Nppb* remain up-regulated in the mild line at 24 weeks. All four SRF targets showed trends towards increased expression in MHC-CELFΔ-10 mice at 24 weeks, but did not reach statistical significance. Fold changes shown represent the mean + standard error of the mean of three independent sample sets. An asterisk indicates a significant difference from wild type (P ≤ 0.05).

It is important to note that while SRF activity may be partially restored in the mild line at 24 weeks, the fact remains that HOPX and FHL2 are more reduced in the mild line than the severe line in both young and mature mice. Several factors may contribute to the seeming discrepancy between the extent of SRF dysregulation and the severity of the cardiac phenotype, including differences in integration site of the transgene, genetic drift between the two lines, or even activation of a compensatory mechanism within the more affected severe line that is not triggered in the more functional mild line. We previously demonstrated, however, that the level of SRF activity did correlate with the development and severity of cardiomyopathy in different individuals within a line [8]. We also demonstrated that the degree of dysregulation of alternative splicing correlated with disease incidence and severity both within and between lines [8]. Thus, while SRF activity is likely to be a contributing factor, it is not sufficient to fully explain either the development of cardiomyopathy in MHC-CELFΔ mice or its reversal in the mild line.

### Global gene expression differences improve with age in the mild line

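Total RNA from the whole hearts of 24 female mice was hybridized to Illumina MouseWG-6 v2 BeadChips, 1 array per mouse. In MHC-CELFΔ mice, a nuclear dominant negative form of the CELF proteins, which bind RNA and regulate alternative splicing, is made in heart muscle under the α-myosin heavy chain promoter. At 3 weeks there were 4 wild type, 3 mild line and 3 severe line hearts, and at 24 weeks there were 4 wild type, 5 mild line and 5 severe line hearts. At each age, 2 of the wild type mice came from each line. The 3-week arrays of an earlier series, which the study added to these, were not used here. Each array carried 45281 probes, and the authors deposited a log2 value and a detection p-value for every probe and array. The deposited log2 values lay within 0.154 of a quantile normalization of the raw intensities without background correction, so every array had the same distribution of values, and a shift of most genes in one direction would not be visible in them. The share of probes detected at p under 0.05 was 33.85% to 39.83% in wild type hearts at 3 weeks, 37.61% to 38.11% in the mild line and 39.07% to 39.92% in the severe line. At 24 weeks it was 36.03% to 43.36% in wild type hearts, 31.99% to 40.3% in the mild line and 37.93% to 44.39% in the severe line. A probe was kept when it was detected on at least 3 of the 24 arrays, which left 22663 probes, and each gene was represented by its kept probe with the highest mean log2 value. This gave 12011 genes, of which 4638 had more than 1 kept probe. The 6 groups were fitted together in limma, with Benjamini-Hochberg adjustment over the 12011 genes. After the thresholds of the paper, a gene was called affected when its fold change was 2 or more and either the adjusted p was under 0.05 or the raw p was under 0.001. Single genes and members of gene lists are said to have risen or fallen at an adjusted p under 0.05, and changes are log2 differences between group means. A gene whose probe was not detected on any array of a group is given as a bound against the lowest detected value or named without a size. The 26 gene lists, the rule for the genes named and the main settings were chosen before the deposited data were examined. The paper had been read by then, and for the naming rule also the values of S2 and S3 Tables, which rest in part on these arrays. The lists were thus not chosen blind to the results of the paper. Each list was tested with camera at a preset correlation of 0.01. By their lowest raw intensity the arrays formed 2 sets of 12, from 54.2 to 62.8 and from 38.9 to 47.2, and every group had arrays in both. No gene differed between the sets in limma at an adjusted p under 0.05, and 524 did at an unadjusted p under 0.05. In the order of the numbers 1 to 24 in the sample titles, the set of higher background came first, and between the 4 runs of 6 successive arrays 1662 genes differed at an adjusted p under 0.05. The files used here do not say whether such a run is a slide, and with at most 2 arrays of a group in each it entered the fit only as a block, an alternative chosen after the values were seen. The values within each background set are given beside the counts and the list medians, since at each age the wild type mice of a line lay in 1 set, and at the other age in the other. The number of arrays per group limits the precision: with 3 transgenic and 4 wild type arrays, a simulated 2-fold change passed the adjusted p for 92.5% of the changed genes in the mild line comparison at 3 weeks, and for 98.5% with the 5 transgenic arrays of 24 weeks. The simulated noise was independent between genes and equal in spread between groups, so these shares may be higher than in the real arrays.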

To determine how global gene expression differences in MHC-CELFΔ mice change over time, we performed microarray analysis on total RNA extracted from wild type, MHC-CELFΔ mild and severe line hearts at 3 and 24 weeks of age. Wild type versus mild line and wild type versus severe line comparisons were made, and differentially expressed genes that exhibit an absolute fold change ≥ 2 were identified (S2 and S3 Tables, respectively). 

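The transcript measured by the *Celf4* probe separated the transgenic from the wild type hearts at both ages. *Celf4* encodes an RNA-binding protein of the CELF family. The log2 value of its probe was 11.16 to 12.72 on the transgenic arrays and 6.33 to 6.49 on the wild type arrays, on none of which this probe was detected. Another *Celf4* probe was detected in wild type hearts of both ages, so the bounds given here hold for this probe and not for the gene. The mice carry a transgene of a CELF protein, and whether this probe measures its transcript was not tested. At 3 weeks the signal of this probe was at least 48.4-fold higher than wild type in the mild line and at least 39.2-fold in the severe line. At 24 weeks it was at least 45.2-fold and 29.1-fold higher (adjusted p at most 1.98e-14 from limma in the 4 comparisons). Of the other 2 CELF genes tested, *Celf1* passed the test in no comparison. *Celf2* was higher by 0.46 (adjusted p = 0.0330) in the mild line at 3 weeks, and by 0.53 (adjusted p = 0.00768) at 3 and 0.38 (adjusted p = 0.0112) at 24 weeks in the severe line. In the mild line at 24 weeks it had 0.14 (adjusted p = 0.879). The CELF list held only these 3 genes, so its test rests on *Celf4* and is not given. Several other genes moved in both lines. *Tnnt1*, which encodes the slow skeletal troponin T found in the fetal heart, rose at 3 weeks by 1.72 (adjusted p = 3.08e-04) in the mild and 3.82 (adjusted p = 4.12e-09) in the severe line. At 24 weeks it was higher by 1.99 (adjusted p = 9.50e-06) and 2.01 (adjusted p = 1.82e-06). The dual-specificity phosphatase gene *Dusp26* rose by 2.53 and 1.96 at 3 weeks and by 1.64 and 1.31 at 24 weeks in the mild and severe line (adjusted p at most 3.69e-06 from limma). *Nmrk2*, a muscle kinase of NAD synthesis, rose by 2.28 and 2.37 at 3 weeks and by 2.44 in the severe line at 24 weeks, and had 1.06 (adjusted p = 0.267) in the mild line at 24 weeks. *Ano10*, a membrane protein of the anoctamin family, was lower by -1.60 and -1.67 at 3 weeks and -1.61 and -1.85 at 24 weeks (adjusted p at most 8.87e-06 from limma). The tubulin-modifying enzyme gene *Ttll1* was lower by -1.62 and -1.03 at 3 weeks and -1.17 and -2.10 at 24 weeks. *Cep70*, which encodes a centrosomal protein, was detected on every array of the mild line and on no wild type or severe line array. It was at least 6.84-fold higher in the mild line than in wild type at 3 weeks and at least 6.06-fold higher at 24 weeks (adjusted p at most 3.11e-15 from limma). At 3 weeks 28 genes were affected in both lines, 21 higher and 7 lower, where independent lists of these sizes would share 0.149 and 0.0380 (Fisher's exact test, p = 4.53e-47). Because the lines share the wild type arrays, unchanged groups were simulated against them, and these shared at most 1 gene in 100 draws. With the wild type arrays split so that each line had its own, 20 higher and 3 lower genes were shared. The rise of *Celf2* at 3 weeks did not pass the adjusted p in the mild line without any 1 of mild line 3 weeks replicates 2 and 3 and wild type 3 weeks replicates 2 and 3 (adjusted p = 0.0523 to 0.169), nor in the severe line without severe line 3 weeks replicate 3 (0.47, adjusted p = 0.0719), and that in the severe line at 24 weeks did not without wild type 24 weeks replicate 4 (0.27, adjusted p = 0.0681).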

Differences at 3 weeks were then compared to differences at 24 weeks (Fig 3). Consistent with the reversal of cardiomyopathy, fewer genes differed from wild type in the mild line at 24 weeks than at 3 weeks. 

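At 3 weeks 70 genes were affected in mild line hearts, 32 higher and 38 lower than wild type, and at 24 weeks 25 genes were affected, 11 higher and 14 lower. The rises at 3 weeks included the stress-induced genes *Atf3*, which encodes a transcription factor, and *Hspa1a*, which encodes the chaperone Hsp70. *Atf3* was higher by 2.10 (standard error 0.31, adjusted p = 1.85e-04 from limma) and *Hspa1a* by 1.51 (adjusted p = 0.00443) at 3 weeks. Their values at 24 weeks were 0.00 (adjusted p = 0.999) and -0.16 (adjusted p = 0.986), the latter 0.26 (adjusted p = 0.770) without wild type 24 weeks replicate 3. The falls at 3 weeks were led by *Mybphl*, a myosin-binding protein of atrial muscle, at -3.06 (standard error 0.28, adjusted p = 4.31e-07 from limma). *Lrtm1*, a leucine-rich repeat membrane protein, was at -2.42 (adjusted p = 1.89e-08), and the carboxylesterase gene *Ces1d* at -2.13 (adjusted p = 6.74e-04). The muscle splicing regulator *Rbfox1* was at -1.92 (adjusted p = 1.03e-05), the scaffold protein gene *Whrn* at -1.84 (adjusted p = 1.38e-08) and the M-band protein gene *Myom2* at -1.81 (adjusted p = 0.00120). At 24 weeks *Rbfox1* had -0.72 (adjusted p = 0.101) and *Myom2* -0.58 (adjusted p = 0.623). *Mybphl*, *Ces1d* and *Whrn* were still lower, by -1.71, -1.74 and -1.08 (adjusted p at most 0.00227 from limma). The rises at 24 weeks included *Scgb1c1*, a secretoglobin, at 1.44 (adjusted p = 3.20e-07), and *Mthfd2*, an enzyme of mitochondrial folate metabolism, at 1.19 (adjusted p = 5.21e-04). The difference from wild type itself changed with age at an adjusted p under 0.05 for 8 genes in limma, 2 upward and 6 downward. At an unadjusted p under 0.05 it did for 511. The 8 became 15 with the runs of 6 arrays as a block and 20 with only the groups of the comparison in the fit. Against the wild type mice of the own line alone 4 passed. Within the sets of higher and lower background 1 and 0 did. *Ces1d* did not pass the adjusted p at 24 weeks against the 2 wild type mice of the own line alone (-1.75, adjusted p = 0.0569). With the background set as a block, 72 and 26 genes were affected at 3 and 24 weeks, with the runs of 6 arrays as a block 67 and 27, within the 12 arrays of higher background 44 and 21, and within the 12 of lower background 80 and 26. The paper sets the smaller number of affected genes at 24 weeks beside the reversal of cardiomyopathy in this line.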

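Of the genes affected in the mild line, 51 were affected only at 3 weeks, 19 at both ages and 6 only at 24 weeks (Fisher's exact test of the overlap, p = 4.16e-39). All 51 genes affected only at 3 weeks had a smaller difference from wild type at 24 weeks, with a median size of 1.17 log2 at 3 and 0.558 at 24 weeks. This is largely fixed by the choice of the genes, which takes only those not affected at 24 weeks. At 24 weeks 18 of the 51 lay within 0.5 log2 of wild type, and 17 still differed at an adjusted p under 0.05 with a fold change under 2. The change with age itself passed the adjusted p for 2 of the 51 in limma, and 37 passed an unadjusted p under 0.05. These 2 were *Lrtm1*, whose difference from wild type moved by 1.48 (adjusted p = 0.0114) between the ages, and the collagen gene *Col26a1*. *Col26a1* was at 1.25 at 3 weeks and was not detected on any wild type array of 24 weeks, so the size of its change is not measured. The 70 genes affected at 3 weeks had a median size of 1.26 at 3 and 0.684 at 24 weeks, and 68 of them kept their direction. The change of *Lrtm1* did not pass the adjusted p without mild line 3 weeks replicate 1 (1.47, adjusted p = 0.0567) and without mild line 3 weeks replicate 3 (1.46, adjusted p = 0.0511), and without the latter array 29 genes were affected only at 3 weeks. The numbers affected only at 3 weeks, at both ages and only at 24 weeks were 52, 20 and 6 with the background set as a block, 47, 20 and 7 with the runs of 6 arrays as a block, 30, 14 and 7 within the 12 arrays of higher background and 61, 19 and 7 within the 12 of lower background. 

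**Figure D1:**
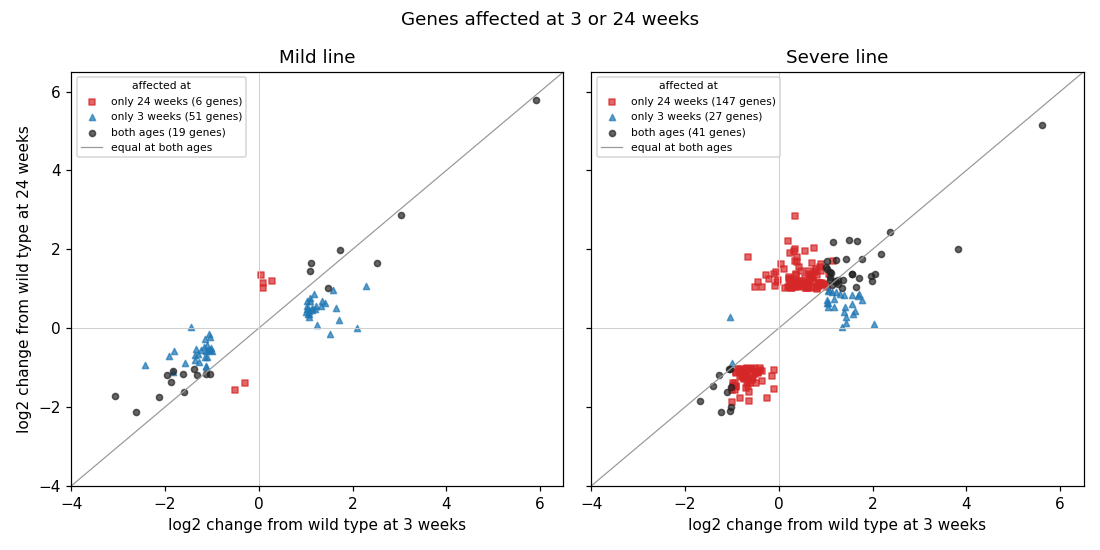
Log2 difference from wild type at 3 weeks (x axis) against that at 24 weeks (y axis) for the genes affected in the mild line (left) and the severe line (right), 1 point per gene, coloured by whether the gene was affected only at 3 weeks, at both ages or only at 24 weeks, with a line of equality. In the mild line all 51 genes affected only at 3 weeks lie closer to 0 on the y axis than on the x axis, as their choice largely requires.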

In fact, more genes returned to a normal level of expression than remained dysregulated. 

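In severe line hearts 68 genes were affected at 3 weeks, 56 higher and 12 lower than wild type, and 188 at 24 weeks, 123 higher and 65 lower. At 3 weeks the rises included *Hspa1a* at 2.03 (standard error 0.30, adjusted p = 2.33e-04 from limma) and *Ppp1r1a*, an inhibitor of protein phosphatase 1, at 1.77 (adjusted p = 1.93e-08). *Gria3*, a glutamate receptor subunit that was not detected on any wild type array of 3 weeks, was at least 3.43-fold higher. The falls at 3 weeks included the pyruvate dehydrogenase phosphatase gene *Pdp2* at -1.41 (adjusted p = 2.22e-04), the transcription factor gene *Snai3* at -1.27 (adjusted p = 2.92e-04) and *Oxld1* at -1.06 (adjusted p = 3.22e-05). At 24 weeks the largest rise after *Celf4* was that of *Comp*, an extracellular matrix protein, at 2.85 (standard error 0.19, adjusted p = 6.86e-10 from limma). *Lgals3*, which encodes the macrophage lectin galectin-3, rose by 2.21 (adjusted p = 3.69e-06), *Mfap4*, a microfibril protein, by 2.18 (adjusted p = 6.97e-07) and *Ildr2*, a membrane protein, by 2.22 (adjusted p = 6.40e-07). The integrin-like gene *Itgbl1* rose by 2.04 (adjusted p = 4.70e-09) and *Ecrg4*, a secreted peptide precursor, by 2.00 (adjusted p = 1.53e-08). The falls at 24 weeks included *Ces1d* at -2.13 (adjusted p = 2.92e-05), the muscle fructose bisphosphatase gene *Fbp2* at -1.99 (adjusted p = 1.57e-06) and the potassium channel subunit gene *Kcnv2* at -1.77 (adjusted p = 2.20e-09). *Dgat2*, an enzyme of triacylglycerol synthesis, was at -1.62 (adjusted p = 5.44e-06) and *Tbc1d10c* at -1.61 (adjusted p = 1.32e-07). The difference from wild type changed with age for 82 genes in limma, 54 upward and 28 downward, and for 1002 at an unadjusted p under 0.05. Upward it moved by 2.50 for *Comp*, 2.01 for *Lgals3*, 1.65 for *Ecrg4*, 1.65 for the calcium buffer gene *Pvalb* and 2.46 for the protease inhibitor gene *Serpina3n*, from -0.65 at 3 to 1.81 at 24 weeks (adjusted p at most 0.0156 from limma). Downward it moved by -1.91 for *Hspa1a*, -1.81 for *Tnnt1* and -1.32 for *Sypl2*, a protein of the triad junction (adjusted p at most 0.0183 from limma). With values scaled to a common median the difference changed with age for 31 genes, and with array weights for 213. Against the wild type mice of the own line alone it did for 31, and within the sets of higher and lower background for 6 and 7. The change of *Lgals3* did not pass the adjusted p against the wild type mice of the own line alone (1.82, adjusted p = 0.240), nor did those of *Hspa1a* without severe line 3 weeks replicate 2 (-1.73, adjusted p = 0.0731) and of *Tnnt1* without severe line 3 weeks replicate 3 (-1.58, adjusted p = 0.0568). At 3 and 24 weeks 68 and 185 genes were affected with the background set as a block, 70 and 188 with the runs of 6 arrays as a block, 40 and 171 within the 12 arrays of higher background and 95 and 226 within the 12 of lower background, and 132 at 3 weeks without severe line 3 weeks replicate 2.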

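In the severe line at 24 weeks the list of matrix genes passed camera upward, and those of fatty acid oxidation and oxidative phosphorylation downward. Of the 44 matrix and fibrosis genes tested, 36 rose and 0 fell (39 and 0 when adjusted over the list alone). Their median log2 change was 0.99, and 1.01 and 0.94 within the 12 arrays of higher and of lower background (camera adjusted p = 3.88e-35). The largest rises after *Comp* and *Mfap4* were those of *Timp1*, an inhibitor of matrix proteases, at 1.96 and of the growth factor gene *Tgfb3* at 1.95. At 3 weeks 9 rose and 0 fell (18 and 0 when adjusted over the list alone), with a median of 0.38, and 0.39 and 0.42 within the background sets (camera adjusted p = 1.77e-14). The change with age passed the test for 7 matrix genes upward and 0 downward (20 and 0 when adjusted over the list alone), among them *Timp1* at 1.64 and the matrix protein gene *Fbln1* at 1.39. The change of *Timp1* did not pass without severe line 3 weeks replicate 2 (1.52, adjusted p = 0.0576) and without severe line 3 weeks replicate 3 (1.55, adjusted p = 0.0602). The median change with age was 0.52, and 0.64 and 0.39 within the background sets (camera adjusted p = 1.32e-19). In wild type hearts 0 of these 44 genes rose and 20 fell with age, with a median of -0.40, in a comparison not planned. This fall in wild type hearts is part of the change with age of the difference, which is thus not a rise within the severe line alone. With a median of -0.40 in wild type hearts beside a median change of 0.52, the fall may make up much of it. Whether the matrix genes rose with age within severe line hearts was not tested. Fibroblast markers moved with the matrix genes: of 18, 9 rose and 0 fell (10 and 0 when adjusted over the list alone) at 24 weeks, *Col1a1* at 1.66 and *Pi16* at 1.20 among them. The median was 0.49, and 0.36 and 0.57 within the background sets (camera adjusted p = 2.47e-07). At 3 weeks 3 fibroblast markers rose and 0 fell (camera adjusted p = 0.00928, adjusted p = 0.198 with an estimated correlation). Of 33 genes of fatty acid oxidation, 0 rose and 25 fell (0 and 26 when adjusted over the list alone) at 24 weeks, with a median of -0.50, and -0.51 and -0.52 within the background sets (camera adjusted p = 1.11e-16). *Acot1*, an acyl-CoA thioesterase, was at -1.87, *Ppargc1a*, a coactivator of mitochondrial genes, at -1.20 and the oxidation enzyme gene *Eci1* at -1.16. At 3 weeks 0 rose and 7 fell (1 and 14 when adjusted over the list alone), with a median of -0.29, and -0.40 and -0.31 within the background sets (camera adjusted p = 1.30e-08). Of 65 genes of oxidative phosphorylation, 0 rose and 28 fell (0 and 34 when adjusted over the list alone) at 24 weeks, with a median of -0.39, and -0.34 and -0.36 within the background sets (camera adjusted p = 1.28e-14). The NADH dehydrogenase gene *Ndufb4* was at -0.85 and the cytochrome reductase gene *Uqcrq* at -0.73, and at 3 weeks 0 of the list rose and 3 fell (camera adjusted p = 4.28e-07). The change with age had camera adjusted p = 1.62e-06 for fatty acid oxidation and 7.52e-05 for oxidative phosphorylation, adjusted p = 0.105 and 0.0586 with an estimated correlation. *Ndufb4* and *Uqcrq* did not pass the adjusted p with values scaled to a common median (-0.82, adjusted p = 0.168 and -0.72, adjusted p = 0.109).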

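The list of fetal and hypertrophy markers also passed camera upward in the severe line. Of the 15 fetal and hypertrophy marker genes, 8 rose and 0 fell (10 and 0 when adjusted over the list alone) at 3 weeks, with a median of 0.69, and 0.52 and 1.16 within the background sets (camera adjusted p = 1.77e-14). At 24 weeks 10 rose and 1 fell (11 and 1 when adjusted over the list alone), with a median of 1.34, and 1.31 and 1.29 within the background sets (camera adjusted p = 2.21e-11). *Xirp2*, an actin-binding protein of the intercalated disc, was at 1.55 (adjusted p = 8.62e-05) at 3 and 1.38 (adjusted p = 1.33e-05) at 24 weeks. Of 37 sarcomere and Z-disc genes, 7 rose and 1 fell (8 and 2 when adjusted over the list alone) at 3 weeks, with a median of 0.09, and 0.09 and 0.15 within the background sets (camera adjusted p = 0.00286). At 24 weeks 10 rose and 3 fell (13 and 3 when adjusted over the list alone), with a median of 0.11, and 0.14 and 0.13 within the sets (camera adjusted p = 0.00191), and the tropomodulin gene *Tmod4* was at -1.56. Of 17 macrophage and myeloid markers, 4 rose and 0 fell (7 and 0 when adjusted over the list alone) at 24 weeks, where *Laptm5* was at 0.61 (adjusted p = 0.00195). Their median was 0.34, and 0.27 and 0.35 within the background sets (camera adjusted p = 1.36e-04, adjusted p = 0.115 with an estimated correlation). At 3 weeks 0 rose and 1 fell, with a median of -0.24, and -0.20 and -0.42 within the background sets (camera adjusted p = 0.00366, adjusted p = 0.255 with an estimated correlation). The change of these markers with age was upward, with a median of 0.57, and 0.54 and 0.69 within the background sets (camera adjusted p = 7.79e-13). Of 13 smooth muscle and pericyte markers, 5 rose and 1 fell (5 and 1 when adjusted over the list alone) at 24 weeks (camera adjusted p = 0.00872, adjusted p = 0.170 with an estimated correlation), with *Acta2* at 1.49 (adjusted p = 1.85e-05) and *Myl9* at 1.41 (adjusted p = 2.31e-05). At 3 weeks 2 rose and 0 fell (camera adjusted p = 0.0131, adjusted p = 0.215 with an estimated correlation). Of 21 cell cycle genes, 3 rose and 0 fell (3 and 0 when adjusted over the list alone) at 24 weeks (camera adjusted p = 0.00234, adjusted p = 0.261 with an estimated correlation), the cyclin genes *Ccnd1* at 0.95 (adjusted p = 1.45e-05) and *Ccnd2* at 0.92 (adjusted p = 0.00237) among them. At 3 weeks 1 rose and 0 fell (camera adjusted p = 0.00220, adjusted p = 0.304 with an estimated correlation). The endothelial, lymphocyte, red blood cell, fat, skeletal muscle, nerve, ventricular and atrial markers and the genes of glucose use did not pass camera at either age, the lowest adjusted p being 0.0660. Single members did pass the test at 24 weeks: the endothelial gene *Plvap* was at 1.07 (adjusted p = 5.37e-05), the neuronal enolase gene *Eno2* at 1.39 (adjusted p = 1.78e-05), the muscle creatine kinase gene *Ckm* at -0.82 (adjusted p = 0.00104) and the adhesion molecule gene *Ncam1* at 1.79 (adjusted p = 5.34e-09). Other splits of the 7 arrays of 3 weeks gave up to 14 lists past the camera test, against 13 for the severe line, so chance is not excluded for the number of lists at that age.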

In the severe line where there is no functional recovery, however, global gene expression became more disrupted with age. 

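In the mild line 19 genes were affected at both ages, 7 higher and 12 lower, and in the severe line 41, 31 higher and 10 lower, each in the same direction at both ages. Of the 19 genes of the mild line, 12 differed by less than 0.5 log2 between the ages, and the median size was 1.72 at 3 and 1.44 at 24 weeks. Of the 41 genes of the severe line 27 did, with a median size of 1.26 and 1.42. Similar changes at both ages in the mild line were those of *Dkk3*, a secreted Wnt modulator of atrial muscle, at -1.12 and -1.17, and of *Fbp2*, at -1.32 and -1.20 (adjusted p at most 0.00490 from limma). In the severe line, *Pdp2* was at -1.47, *Snai3* at -1.19 and *Oxld1* at -1.03 at 24 weeks (adjusted p at most 2.34e-05 from limma), all within 0.5 log2 of their values at 3 weeks. *Ildr2* was at 1.68 and *Mfap4* at 1.16 (adjusted p = 0.0112 from limma) at 3 weeks in that line, below their values at 24 weeks, and *Gria3*, not detected on any wild type array of 24 weeks, was at least 2.09-fold higher at that age (adjusted p = 2.62e-07). The change with age passed an adjusted p under 0.05 in limma for 0 of the 19 genes of the mild line (6 at an unadjusted p under 0.05) and for 1 of the 41 of the severe line (11 unadjusted), which was *Tnnt1*. The fall of *Fbp2* did not pass the adjusted p at 3 weeks without mild line 3 weeks replicate 3 (-1.10, adjusted p = 0.0604) or with values scaled to a common median (-1.66, adjusted p = 0.129), nor at 24 weeks against the wild type mice of the own line alone (-0.92, adjusted p = 0.242). The rise of *Mfap4* at 3 weeks did not pass without severe line 3 weeks replicate 1 (0.89, adjusted p = 0.124) and without severe line 3 weeks replicate 3 (1.17, adjusted p = 0.0523). With the background set as a block 20 and 41 genes were affected at both ages in the mild and severe line, with the runs of 6 arrays as a block 20 and 44, within the 12 arrays of higher background 14 and 20, and within the 12 of lower background 19 and 45. Without severe line 3 weeks replicate 2, 73 genes were affected at both ages in the severe line.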

For mild and severe lines, all of the genes that were dysregulated both at 3 weeks and 24 weeks showed changes in the same direction at the two ages, and most displayed a similar magnitude of change. This suggests that these sets of changes are not evoked as a consequence of either progressive degeneration (in the severe line) or compensation (in the mild line).

**Fig 3:**
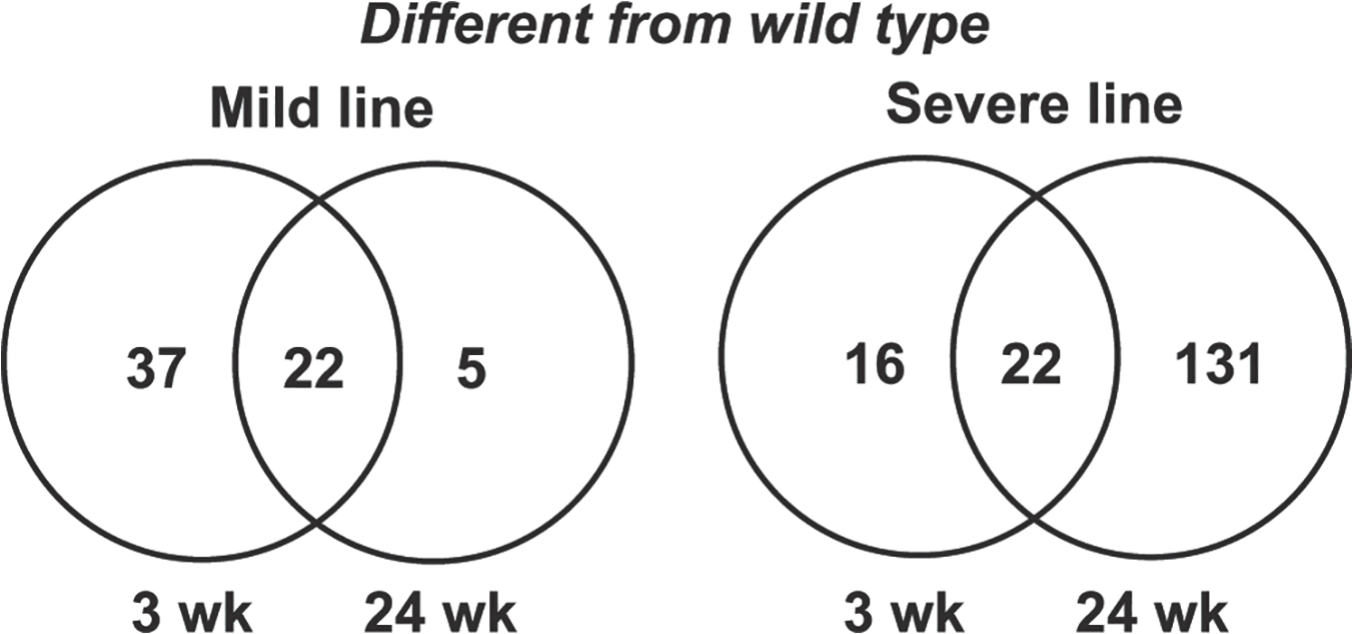
The number of affected genes in mild and severe lines at 3 and 24 weeks. Venn diagrams show the respective overlap of affected genes in MHC-CELFΔ-574 (“mild”) or MHC-CELFΔ-10 (“severe”) lines at 3 versus 24 weeks as compared to wild type mice at the same age.

Notably, on the microarrays SRF targets that were significantly up-regulated in the mild line at 3 weeks were not up-regulated at 24 weeks, including not only *Egr1* and *Rcan1* (also known as *Dscr1*), but also *Ctgf* and *Fos* (S2 Table). In contrast, *Egr1* and *Ctgf* are more affected in the severe line at 24 weeks than at 3 weeks (S3 Table). This is consistent with at least partial normalization of the SRF program specifically in the mild line at 24 weeks, but the basis for this normalization is unclear. 

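*Ccn2*, the gene of the matrix signalling protein that the paper names *Ctgf*, was higher in the mild line at 3 weeks by 1.66 (standard error 0.24, adjusted p = 1.48e-04 from limma). Its value at 24 weeks was 0.50 (standard error 0.21, adjusted p = 0.473 from limma). *Rcan1*, which encodes an inhibitor of calcineurin, was higher at 3 weeks by 0.84 (standard error 0.22, adjusted p = 0.0403 from limma), a fold change under 2, and had 0.44 (adjusted p = 0.518) at 24 weeks. The immediate early genes *Egr1* and *Fos* encode transcription factors that are induced within minutes of a stimulus, and neither passed the test in the mild line at either age. *Egr1* had 0.81 (standard error 0.38, adjusted p = 0.415 from limma) at 3 weeks and -0.09 (standard error 0.33, adjusted p = 0.993 from limma) at 24 weeks. *Fos* had 1.46 (standard error 0.51, adjusted p = 0.177 from limma) at 3 and -0.06 (standard error 0.45) at 24 weeks. At 3 weeks the log2 value of *Egr1* was 10.53 to 12.30 on the 3 mild line arrays and 10.13 to 11.05 on the 4 wild type arrays, and that of *Fos* 7.92 to 10.08 and 6.89 to 7.91. At 24 weeks *Egr1* was at 9.79 to 9.96 in the mild line and 9.57 to 10.38 in wild type hearts. The change between the ages was -1.15 (standard error 0.32) for *Ccn2*, -0.90 for *Egr1*, -1.52 for *Fos* and -0.40 for *Rcan1*, and none of the 4 passed the adjusted p. Without mild line 3 weeks replicate 1, *Egr1* had 0.28 (adjusted p = 0.925) and *Fos* 0.86 (adjusted p = 0.690) at 3 weeks. The rise of *Rcan1* at 3 weeks did not pass the adjusted p without any 1 of mild line 3 weeks replicates 1 and 3 and wild type 3 weeks replicates 1, 2, 3 and 4 (adjusted p = 0.0671 to 0.341), nor with values scaled to a common median (0.96, adjusted p = 0.246). It did not pass within the 12 arrays of higher or of lower background either (0.49, adjusted p = 0.891 and 1.45, adjusted p = 0.0696). 

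**Figure D2:**
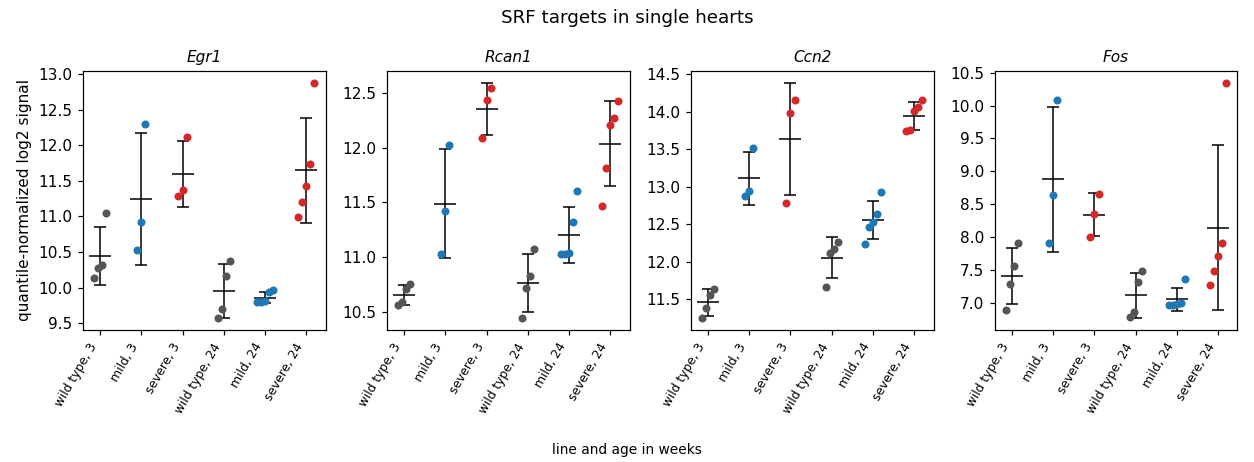
Log2 expression of *Egr1*, *Rcan1*, *Ccn2* and *Fos* (y axis) in each heart by group and age (x axis), with points for single hearts and bars for the group mean and SD. The mild line points of *Ccn2* at 3 weeks lie above all wild type points of that age, and at 24 weeks the 2 groups overlap.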

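*Egr1* was above wild type in the severe line by 1.15 (standard error 0.38, adjusted p = 0.0833 from limma) at 3 weeks and by 1.69 (standard error 0.33, adjusted p = 7.38e-04 from limma) at 24 weeks, and only the value at 24 weeks passed the test. With the runs of 6 arrays as a block the value at 3 weeks passed as well (1.21, adjusted p = 0.0361). The change between the ages was 0.54 (standard error 0.50, adjusted p = 0.957 from limma). At 24 weeks the log2 value of *Egr1* was 10.99 to 12.88 in the severe line, and *Egr1* was lower in the mild than in the severe line by -1.79 (standard error 0.31, adjusted p = 4.79e-04 from limma). *Ccn2* was higher by 2.18 (standard error 0.24, adjusted p = 6.32e-06 from limma) at 3 weeks and 1.89 (standard error 0.21, adjusted p = 1.15e-06 from limma) at 24 weeks, with a change between the ages of -0.29 (adjusted p = 0.964), and -0.72 (adjusted p = 0.314) without severe line 3 weeks replicate 2. A second probe of *Ccn2* had 1.85 and 1.77 at the 2 ages. *Rcan1* rose at both ages, by 1.70 (adjusted p = 3.55e-05) and 1.27 (adjusted p = 4.67e-05). *Fos* had 0.93 (adjusted p = 0.389) at 3 weeks and 1.03 (adjusted p = 0.140) at 24 weeks, and 0.48 (adjusted p = 0.327) without severe line 24 weeks replicate 5, without which the change of *Egr1* between the ages was 0.23 (adjusted p = 0.914). Of the 8 SRF targets the paper names, 5 rose and 0 fell (7 and 0 when adjusted over the list alone) at 3 weeks, with a median of 1.09, and 1.00 and 1.39 within the background sets (camera adjusted p = 5.52e-13). At 24 weeks 6 rose and 0 fell (8 and 0 when adjusted over the list alone), with a median of 1.52, and 1.42 and 1.51 within the background sets (camera adjusted p = 2.68e-10). The paper cites its earlier article for *Acta1*, *Fhl1*, *Tpm2*, *Egr1*, *Rcan1* and *Nppb* at 3 weeks, and names *Ctgf* and *Fos* from arrays that include these. The direction of the 8 genes together is thus not independent evidence. Of a wider list of 52 SRF targets, 13 rose and 0 fell (22 and 2 when adjusted over the list alone) at 3 weeks, with a median of 0.29, and 0.28 and 0.27 within the background sets (camera adjusted p = 2.62e-13), and the cytokine receptor gene *Tnfrsf12a* was at 1.68. At 24 weeks 24 rose and 2 fell (29 and 2 when adjusted over the list alone), with a median of 0.58, and 0.52 and 0.52 within the background sets (camera adjusted p = 4.47e-12). Of 21 immediate early genes, 2 rose and 0 fell (8 and 0 when adjusted over the list alone) at 3 weeks, *Egr3* at 2.00 and *Atf3* at 1.58 (camera adjusted p = 4.41e-07, adjusted p = 0.0544 with an estimated correlation). At 24 weeks 6 rose and 0 fell (7 and 0 when adjusted over the list alone), with *Egr3* at 1.18 (camera adjusted p = 7.86e-04, adjusted p = 0.173 with an estimated correlation). The median of this list was 0.35 at 3 and 0.35 at 24 weeks, and 0.42 and 0.23 and 0.32 and 0.34 within the sets of higher and lower background.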

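In the mild line the lists of SRF targets passed camera upward at both ages. Of the 8 targets the paper names, 4 rose and 0 fell (7 and 0 when adjusted over the list alone) at 3 weeks, with a median log2 change of 0.98, and 1.00 and 1.24 within the 12 arrays of higher and of lower background (camera adjusted p = 4.71e-11). At 24 weeks 2 rose and 0 fell (5 and 0 when adjusted over the list alone), with a median of 0.46, and 0.31 and 0.48 within the background sets (camera adjusted p = 1.31e-06). As said above, the paper named *Ctgf* and *Fos* from arrays that include these and cites its earlier article for the others. The direction of the 8 targets together is thus not independent evidence. The 2 that rose at 24 weeks were the skeletal α-actin gene *Acta1* and the natriuretic peptide gene *Nppb*. *Acta1* was higher by 1.12 (standard error 0.18, adjusted p = 6.71e-04 from limma) at 3 weeks and 1.66 (standard error 0.16, adjusted p = 6.52e-07 from limma) at 24 weeks, and *Nppb* by 1.58 (standard error 0.22, adjusted p = 1.07e-04 from limma) and 0.97 (standard error 0.19, adjusted p = 0.00863 from limma). The LIM domain protein gene *Fhl1* had 0.60 (adjusted p = 0.209) and 0.48 (adjusted p = 0.431) and the tropomyosin gene *Tpm2* 0.33 (adjusted p = 0.594) and 0.20 (adjusted p = 0.926) at the 2 ages. The 2 other probes of *Tpm2* had 0.76 and 0.58, and 0.35 and 0.10, and without mild line 3 weeks replicate 3 *Fhl1* had 0.36 (adjusted p = 0.761) at 3 weeks. The change of the 8 targets between the ages was downward, with a median of -0.50, and -0.66 and -0.63 within the background sets (camera adjusted p = 0.00636, adjusted p = 0.286 with an estimated correlation). In the wider list of SRF targets, 8 rose and 1 fell (13 and 2 when adjusted over the list alone) at 3 weeks, with a median of 0.19, and 0.17 and 0.10 within the background sets (camera adjusted p = 1.63e-07). At 24 weeks 4 rose and 1 fell (4 and 1 when adjusted over the list alone), with a median of 0.07, and 0.13 and 0.07 within the background sets (camera adjusted p = 0.00163). The change of the wider list between the ages was downward (camera adjusted p = 0.00636, adjusted p = 0.103 with an estimated correlation). *Srf* itself passed the test in no comparison, with 0.31 at 3 and 0.04 at 24 weeks in the mild line. *Hopx* and *Fhl2*, whose proteins bind SRF and inhibit it, were lower at both ages. *Hopx* was lower by -2.63 (standard error 0.29, adjusted p = 6.24e-06 from limma) at 3 and -2.12 (standard error 0.26, adjusted p = 1.57e-05 from limma) at 24 weeks, and *Fhl2* by -1.86 (standard error 0.31, adjusted p = 8.38e-04 from limma) and -1.36 (standard error 0.28, adjusted p = 0.00917 from limma). Their change between the ages was 0.51 (standard error 0.39; 0.03 (adjusted p = 1.00) without mild line 3 weeks replicate 3) for *Hopx* and 0.50 (standard error 0.42) for *Fhl2*, and neither passed the adjusted p. *Hopx* had -0.64 (adjusted p = 0.264) and -1.84 (adjusted p = 1.89e-05) and *Fhl2* -0.91 (adjusted p = 0.106) and -1.47 (adjusted p = 4.92e-04) at the 2 ages in the severe line. Of the 9 genes of SRF and its regulators none rose, and 2 fell at 3 weeks (camera adjusted p = 0.0722) and 2 at 24 weeks (camera adjusted p = 0.00267) in the mild line (3 and 2 when adjusted over the list alone). In the severe line 0 and 3 of the 9 fell (camera adjusted p = 0.503 and 0.186). The rise of *Nppb* at 24 weeks did not pass the adjusted p without wild type 24 weeks replicate 1 (0.85, adjusted p = 0.0594), nor against the wild type mice of the own line alone (0.78, adjusted p = 0.285). The fall of *Fhl2* at 24 weeks in the mild line did not pass without wild type 24 weeks replicate 2 (-1.12, adjusted p = 0.0503), nor against the wild type mice of the own line alone (-1.51, adjusted p = 0.0654).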

Although HOPX and FHL2 levels are higher in the mild line at 24 weeks than at 3 weeks (Fig 1C), they are still significantly lower than the wild type mice, and are lower than the more affected severe line. Thus, the expression of SRF targets cannot be explained solely by the level of inhibition of SRF by HOPX and FHL2. *Egr1* and *Fos* are immediate early response genes that are activated rapidly during induced heart failure and help mediate the cardiac stress response [20,21,22]. Although their induction is SRF-dependent, their expression can also be regulated in an SRF-independent manner via a microRNA, miR-499 [23]. Transgenic mice over-expressing miR-499 down-regulated the immediate early response genes *Egr1* and *Fos*, but up-regulated *Nppb* [23]. miR-499 lies within an intron of the *Myh7b* gene (also known as *Myh14*), which is up-regulated during surgically-induced cardiac hypertrophy in mice [24]. We did not detect differences in expression of the host *Myh7b* transcripts between wild type and the MHC-CELFΔ mild line by microarray or qRT-PCR (S2 Table and data not shown), but changes in expression of another microRNA might explain the restoration of some SRF targets, but not others, in these mice.

In addition to these SRF targets, the reduction of other gene expression differences is also noteworthy. 

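In the mild line the list of immediate early genes passed camera upward at 3 weeks, and at both ages the matrix genes passed upward and the atrial markers and the genes of fatty acid oxidation downward. Of 21 immediate early genes, 2 rose and 0 fell (5 and 0 when adjusted over the list alone) at 3 weeks, with *Egr3* at 1.72 (adjusted p = 1.72e-04). Their median log2 change was 0.36, and 0.49 and 0.08 within the 12 arrays of higher and of lower background (camera adjusted p = 8.71e-06, adjusted p = 0.112 with an estimated correlation). At 24 weeks none rose or fell (camera adjusted p = 0.505), *Egr3* was at 0.21, and the change between the ages was downward (camera adjusted p = 1.48e-04, adjusted p = 0.286 with an estimated correlation). Of 18 atrial muscle markers, 0 rose and 6 fell (2 and 10 when adjusted over the list alone) at 3 weeks, with a median of -0.33, and -0.45 and -0.39 within the background sets (camera adjusted p = 2.33e-08). At 24 weeks 0 rose and 4 fell (0 and 7 when adjusted over the list alone), with a median of -0.22, and -0.27 and -0.24 within the background sets (camera adjusted p = 1.59e-08). Sarcolipin (*Sln*), an inhibitor of the calcium ATPase of the sarcoplasmic reticulum in atrial muscle, was lower by -1.95 (standard error 0.24, adjusted p = 1.75e-05 from limma) at 3 and -1.18 (standard error 0.21, adjusted p = 0.00225 from limma) at 24 weeks. Of the 44 matrix and fibrosis genes, 3 rose and 0 fell (7 and 0 when adjusted over the list alone) at 3 weeks, with a median of 0.28, and 0.22 and 0.33 within the background sets (camera adjusted p = 4.04e-08, adjusted p = 0.112 with an estimated correlation). At 24 weeks 2 rose and 0 fell (5 and 0 when adjusted over the list alone), with a median of 0.23, and 0.26 and 0.18 within the background sets (camera adjusted p = 1.19e-10). Of the 33 genes of fatty acid oxidation, 0 rose and 5 fell (0 and 10 when adjusted over the list alone) at 3 weeks, with a median of -0.29, and -0.31 and -0.40 within the background sets (camera adjusted p = 1.78e-10). At 24 weeks 0 rose and 1 fell (0 and 3 when adjusted over the list alone), with a median of -0.23, and -0.19 and -0.25 within the background sets (camera adjusted p = 3.14e-09). The carnitine transferase gene *Cpt2* was at -0.75 (adjusted p = 0.00237) at 3 weeks. Of the 65 genes of oxidative phosphorylation none rose or fell singly at either age. As a list they had a median of -0.09, and -0.02 and -0.16 within the background sets, at 3 weeks (camera adjusted p = 0.0655, and 0.0386 with the background set as a block) and of -0.10, and -0.11 and -0.09, at 24 weeks (camera adjusted p = 3.02e-04). The fall of *Sln* at 24 weeks did not pass the adjusted p against the wild type mice of the own line alone (-1.17, adjusted p = 0.0569), nor did that of *Cpt2* at 3 weeks with values scaled to a common median (-0.65, adjusted p = 0.392).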

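In the mild line the fetal and hypertrophy markers passed camera upward at both ages. Of the fetal and hypertrophy marker genes, 5 rose and 1 fell (6 and 2 when adjusted over the list alone) at 3 weeks, with a median of 0.35, and 0.25 and 0.31 within the background sets (camera adjusted p = 6.17e-06). At 24 weeks 4 rose and 0 fell (8 and 2 when adjusted over the list alone), with a median of 0.41, and 0.35 and 0.41 within the background sets (camera adjusted p = 8.58e-09). Of the 37 sarcomere and Z-disc genes, 6 rose and 3 fell (7 and 5 when adjusted over the list alone) at 3 weeks (camera adjusted p = 0.112). At 24 weeks 4 rose and 1 fell (7 and 1 when adjusted over the list alone), with a median of 0.10, and 0.07 and 0.14 within the background sets (camera adjusted p = 9.72e-04). The macrophage and myeloid markers had a median of -0.22, and -0.30 and -0.02 within the background sets, at 3 weeks (camera adjusted p = 0.00712, adjusted p = 0.249 with an estimated correlation), and none of the 17 rose or fell. At 24 weeks their median was -0.11, and -0.06 and -0.13 within the sets (camera adjusted p = 0.0357, adjusted p = 0.402 with an estimated correlation). The fibroblast markers had camera adjusted p = 0.112 and 0.117 at 3 and 24 weeks. For the smooth muscle and pericyte markers it was 0.0403 (adjusted p = 0.249 with an estimated correlation) and 0.0512, and 0.0499 at 24 weeks with the background set as a block; with the runs of 6 arrays as a block it was 0.0738 and 0.0249. The fat cell markers had a median of -0.22, and -0.56 and 0.08 within the background sets, at 24 weeks (camera adjusted p = 0.00163, adjusted p = 0.320 with an estimated correlation), and camera adjusted p = 0.0690 at 3 weeks. The cell cycle genes had a median of 0.12, and 0.06 and 0.29 within the sets, at 3 weeks (camera adjusted p = 0.0435, adjusted p = 0.448 with an estimated correlation), with none of 21 past the test singly, and camera adjusted p = 0.803 at 24 weeks. The lists of endothelial, lymphocyte, red blood cell, skeletal muscle, nerve and ventricular markers and of glucose use did not pass camera at either age, the lowest adjusted p being 0.0655, that of the ventricular markers at 3 weeks, which had 0.0386 with the background set as a block. Other splits of the 7 arrays of 3 weeks gave up to 13 lists past the camera test, against 11 here, and the change between the ages passed it for 4 of the 26 lists, against up to 13 in other splits, so chance is not excluded for these numbers of lists.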

Gene ontology (GO) enrichment analyses previously identified genes involved in calcium handling and contractility as being affected in juvenile MHC-CELFΔ mice [8]. In particular, genes related to the sarcoplasmic reticulum (SR), the primary intracellular calcium storage site in striated muscle, were enriched in the mild line at 3 weeks [8]. In cardiac muscle, myofilament contraction and relaxation is driven by an ion-channel-mediated calcium cycle. Calcium is taken up into the SR by the SR or endoplasmic reticulum Ca^2+^-ATPase 2a (SERCA2a) pump [25]. Phospholamban (PLN) is a reversible inhibitor of SERCA2a activity, which is usually regulated through its phosphorylation status [25]. Release of Ca^2+^ from the SR occurs via activation of ryanodine receptor 2 (RyR2) by an initial influx of calcium into the cell through voltage-gated calcium channels at the plasma membrane [26]. RyR2-mediated Ca^2+^ release into the cytoplasm induces contraction; reuptake of Ca^2+^ into the SR by SERCA2a induces relaxation. 

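At 3 weeks the log2 value of *Pln*, which encodes phospholamban, was 9.74 to 11.41 on the 3 mild line arrays and 11.46 to 12.54 on the 4 wild type arrays, a difference of -1.0 (standard error 0.45, adjusted p = 0.392 from limma). That of *Ryr2*, the ryanodine receptor gene, was 10.42 to 11.69 and 11.81 to 12.45, a difference of -1.01 (standard error 0.29, adjusted p = 0.0775 from limma). Every mild line array lay below every wild type array for both genes, but the spread among the 3 mild line arrays was wide and neither gene passed the adjusted p. At 24 weeks the difference was -0.32 (standard error 0.40, adjusted p = 0.979 from limma) for *Pln* and -0.51 (standard error 0.26, adjusted p = 0.70 from limma) for *Ryr2*. The change between the ages was 0.68 (standard error 0.60) for *Pln* and 0.50 (standard error 0.39) for *Ryr2*. Without mild line 3 weeks replicate 3 the difference at 3 weeks was -0.45 (adjusted p = 0.914) for *Pln* and -0.66 (adjusted p = 0.508) for *Ryr2*, and without mild line 24 weeks replicate 3 that of *Pln* at 24 weeks was -0.06 (adjusted p = 0.999). In the severe line *Pln* had -0.47 (adjusted p = 0.696) and -0.42 (adjusted p = 0.580) and *Ryr2* -0.34 (adjusted p = 0.643) and -0.55 (adjusted p = 0.179) at 3 and 24 weeks. Single arrays carried much of these values, since *Pln* had -0.19 (adjusted p = 0.956) at 3 weeks without severe line 3 weeks replicate 3, and *Pln* and *Ryr2* had -0.09 (adjusted p = 0.923) and -0.31 (adjusted p = 0.451) at 24 weeks without severe line 24 weeks replicate 3. *Atp2a2*, which encodes the calcium pump that phospholamban inhibits, had -0.34 (standard error 0.09, adjusted p = 0.0511 from limma) at 3 and -0.04 (standard error 0.08) at 24 weeks in the mild line. Of the 30 genes of the sarcoplasmic reticulum and calcium cycling, 3 rose and 2 fell (3 and 5 when adjusted over the list alone) in the mild line at 3 weeks, *Ppp1r1a* among the rises at 1.07 (adjusted p = 3.16e-05). Their median log2 change was 0.05, and 0.02 and -0.08 within the 12 arrays of higher and of lower background (camera adjusted p = 0.696). At 24 weeks 0 rose and 1 fell (1 and 1 when adjusted over the list alone) (camera adjusted p = 0.178). The severe line had 3 higher and 0 lower at 3 weeks (camera adjusted p = 0.363). At 24 weeks 2 rose and 6 fell (2 and 6 when adjusted over the list alone) in that line, with a median of -0.11, and -0.17 and -0.15 within the background sets (camera adjusted p = 0.0335), and the change between the ages was downward (camera adjusted p = 2.32e-05). The luminal reductase gene *Dhrs7c* was at -1.26 (adjusted p = 1.06e-04) in the severe line at 24 weeks. With the runs of 6 arrays as a block, *Ryr2* and *Atp2a2* were lower in the mild line at 3 weeks (-0.91, adjusted p = 0.00246, and -0.35, adjusted p = 0.0447), and *Ryr2* in the severe line at 24 weeks (-0.60, adjusted p = 0.00459), the latter with severe line 24 weeks replicate 3 included. Without mild line 3 weeks replicate 2, *Ryr2* was lower in the mild line at 3 weeks by -1.30 (adjusted p = 0.0308). 

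**Figure D3:**
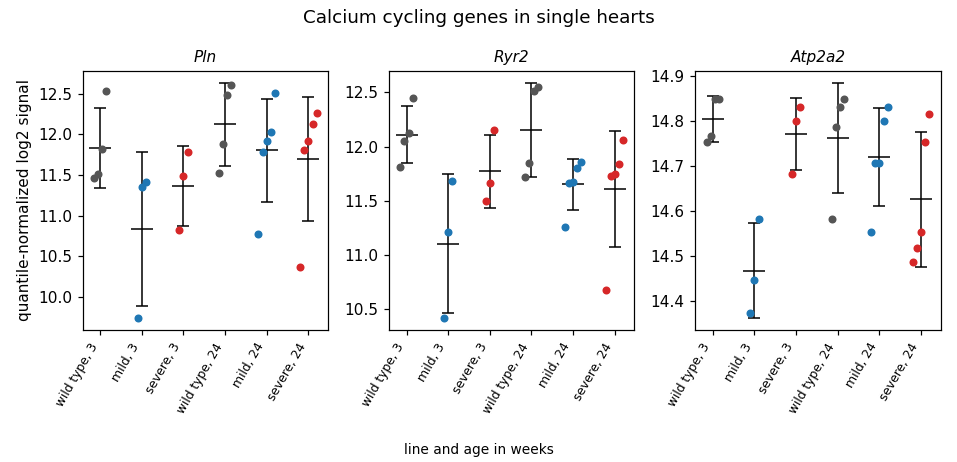
Log2 expression of *Pln*, *Ryr2* and *Atp2a2* (y axis) in each heart by group and age (x axis), with points for single hearts and bars for the group mean and SD. At 3 weeks the mild line points of *Pln* and *Ryr2* lie below all wild type points, spread over a wider range than in wild type.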

Notably, the microarray results indicate that *Pln* and *Ryr2* expression are decreased to approximately half their normal levels in the mild line at 3 weeks, but are not significantly different from wild type at 24 weeks (S2 Table). To validate the microarray results, real-time RT-PCR was performed for *Pln* and *Ryr2* in wild type and MHC-CELFΔ hearts at 3 and 24 weeks (Fig 4A). At 3 weeks, *Pln* and *Ryr2* were both significantly reduced in the mild line. At 24 weeks, *Pln* and *Ryr2* levels were still reduced compared to wild type, but significantly less so than at 3 weeks. In the severe line, *Pln* and *Ryr2* levels were also reduced at 3 weeks, but to a lesser extent than in the mild line. In contrast to the mild line, however, the down-regulation of *Pln* and *Ryr2* in the severe line grew more rather than less pronounced with age (Fig 4A). Partial or complete ablation of PLN in mice leads to an increase in the uptake of Ca^2+^ by SERCA2a and changes in cardiac contractility [27,28,29]. Mutations that result in decreased *PLN* expression or loss of PLN function have been linked with dilated cardiomyopathy in humans [30,31,32]. RyR2 deficiency results in reduced intracellular Ca^2+^ levels, Ca^2+^ transient amplitude, and contractile function in mice [33,34]. Thus, the loss of *Pln* and *Ryr2* at 3 weeks would result in an increase in Ca^2+^ uptake into the SR and a decrease in Ca^2+^ release from the SR, respectively (Fig 4B). The resulting reduction in cytosolic calcium would impair contractility. Conversely, the partial recovery of *Pln* and *Ryr2* in the mild line at 24 weeks would presumably improve calcium cycling and contractility.

**Fig 4:**
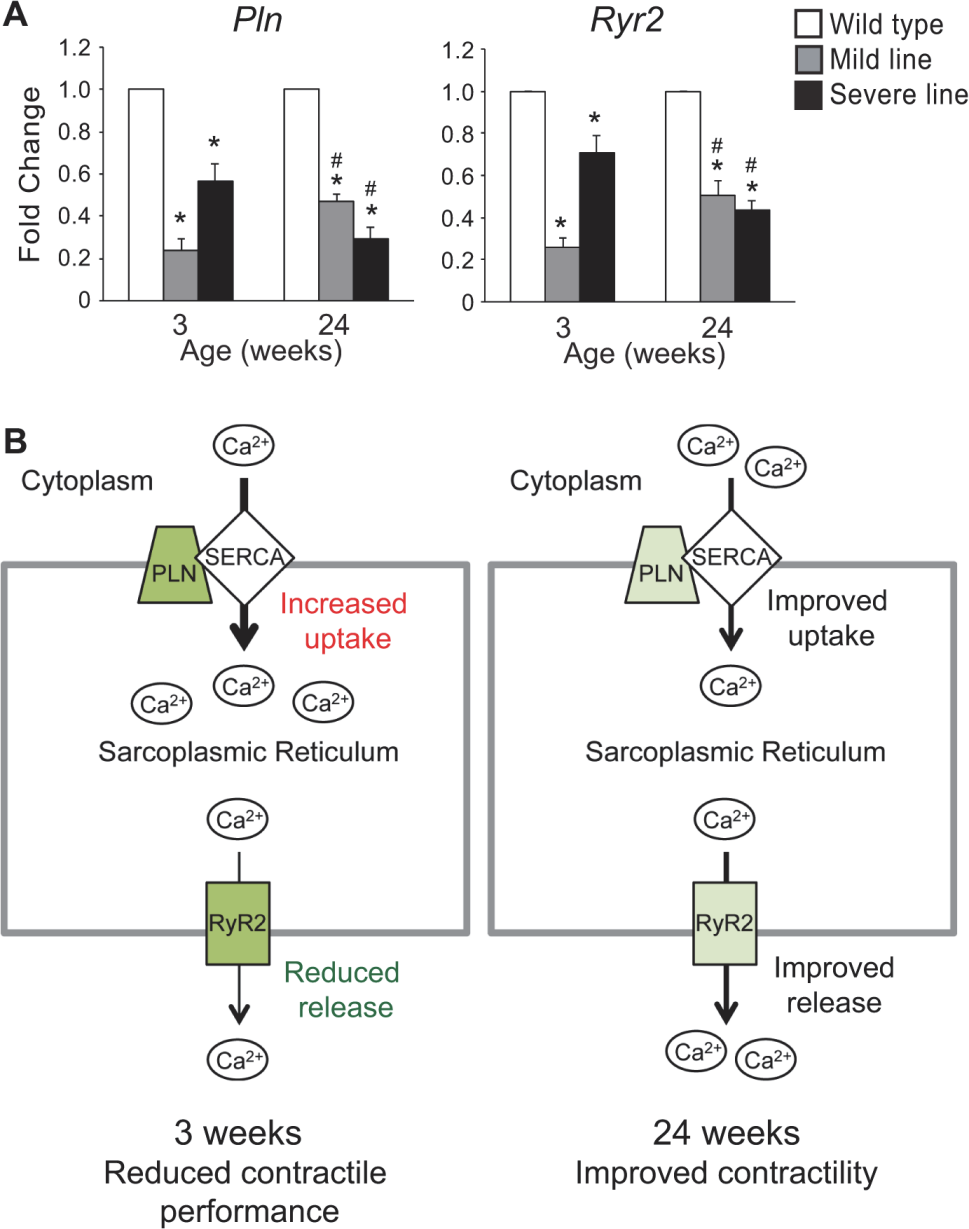
Calcium handling genes are less disrupted at 24 weeks than at 3 weeks in the mild line. (A) Total RNA was extracted and mRNA levels were assayed by qRT-PCR using SYBR green-based detection. *Pln* and *Ryr2* levels were reduced in both lines of transgenic mice compared to wild type, but while *Pln* and *Ryr2* levels went up in the mild line with age, they went down further in the severe line. Fold changes shown represent the mean + standard error of the mean of five independent samples for each group. An asterisk indicates a significant difference from wild type mice at the same age, and a pound sign indicates a significant difference from mice of the same group at 3 weeks (P ≤ 0.05). (B) In heart muscle, myofilament relaxation and contraction are driven by calcium cycling. Relaxation occurs when Ca^2+^ levels in the cytoplasm drop following uptake into the sarcoplasmic reticulum (SR), an intracellular calcium storage site, via SR or endoplasmic reticulum Ca^2+^-ATPase 2a (SERCA2a). Phospholamban (PLN) restricts Ca^2+^ uptake by inhibiting SERCA2a. An influx of calcium into the cell activates release of Ca^2+^ from the SR into the cytosol via the ryanodine receptor (RyR2), triggering contraction. Down-regulation (indicated by green coloring) of PLN and RyR2 in the mild line at 3 weeks would lead to a depletion of Ca^2+^ from the cytoplasm by increasing SERCA2a-mediated uptake and reducing RyR2-mediated release. This would result in reduced contractile performance. At 24 weeks, partial restoration of PLN and RyR2 to closer to normal levels would restore normal calcium handling and improve contractility.

### Activation of compensatory gene expression changes are not observed in the mild line

The partial restoration of normal gene expression in the mild line at 24 weeks is consistent with the improvement in cardiac function, but why this recovery occurs is unclear. One possibility would be that compensatory changes are induced at 24 weeks that are able to improve cardiac function and thereby reduce cardiac stress. 

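*Myh7*, the gene of the β-myosin heavy chain, had 0.04 (standard error 0.25, adjusted p = 0.986 from limma) in the mild line at 3 weeks and was higher by 1.36 (standard error 0.22, adjusted p = 0.00101 from limma) at 24 weeks. At 24 weeks its log2 value was 9.49 to 10.52 on the 5 mild line arrays and 8.16 to 8.76 on the 4 wild type arrays. *Phlda1*, a gene induced by stress of the endoplasmic reticulum, had 0.09 (standard error 0.15, adjusted p = 0.941 from limma) at 3 and 1.03 (standard error 0.14, adjusted p = 6.76e-05 from limma) at 24 weeks. The change between the ages was 1.32 (adjusted p = 0.350) for *Myh7* and 0.94 (adjusted p = 0.134) for *Phlda1*. Amylase was measured by a probe of *Amy2a5*, a near-identical copy of the gene the paper names Amy2-2, and the probe may not tell the copies apart. *Amy2a5* was lower by -0.50 (standard error 0.13, adjusted p = 0.0330 from limma) at 3 and -1.56 (standard error 0.11, adjusted p = 5.00e-09 from limma) at 24 weeks, a change of -1.06 (adjusted p = 0.00520). *Klk1b26*, a kallikrein gene, had 0.05 (adjusted p = 0.959) at 3 weeks and was lower by -0.90 (standard error 0.11, adjusted p = 1.57e-05 from limma) at 24 weeks, a fold change under 2, with a change between the ages of -0.95 (adjusted p = 0.0128). Its probe was detected on 1 of 4 wild type arrays of 3 weeks and lay near the lowest detected values, so these sizes are uncertain. *Sun3*, which the paper names Sunc1, encodes a protein with a SUN domain. *Sun3* was lower at both ages by less than 2-fold, by -0.95 (standard error 0.11, adjusted p = 8.00e-06 from limma) at 3 and -0.98 (standard error 0.09, adjusted p = 6.52e-07 from limma) at 24 weeks. By the thresholds of the paper 6 genes were affected only at 24 weeks: *Myh7*, *Phlda1*, *Amy2a5*, *Mthfd2*, the cytochrome P450 gene *Cyp2b10* at -1.39 (adjusted p = 9.71e-09) and the transcription cofactor gene *Vgll2* at 1.16 (adjusted p = 1.26e-05). At 3 weeks *Mthfd2* and *Vgll2* were at 0.28 and 0.08, and their change between the ages was 0.91 (adjusted p = 0.770) and 1.07 (adjusted p = 0.0471). *Cyp2b10* was not detected on any mild line array of 3 weeks, so the size of its change is not measured. Of the 27 genes of the integrated and endoplasmic reticulum stress response, 1 rose and 0 fell (1 and 0 when adjusted over the list alone) at 3 weeks (camera adjusted p = 0.375) in the mild line. At 24 weeks 3 rose and 0 fell (4 and 1 when adjusted over the list alone) (camera adjusted p = 0.743). The change of *Klk1b26* between the ages did not pass the adjusted p without mild line 3 weeks replicate 1 (-0.90, adjusted p = 0.0965), and that of *Amy2a5* did not with values scaled to a common median (-1.17, adjusted p = 0.607) or with neqc (-0.99, adjusted p = 0.273). That of *Vgll2* did not pass without any 1 of mild line 24 weeks replicates 1, 2 and 5, mild line 3 weeks replicates 1, 2 and 3, wild type 24 weeks replicates 1, 3 and 4 and wild type 3 weeks replicates 1, 2, 3 and 4 (adjusted p = 0.0520 to 0.144). The fall of *Amy2a5* at 3 weeks did not pass without any 1 of mild line 3 weeks replicates 1, 2 and 3 and wild type 3 weeks replicates 1, 3 and 4 (adjusted p = 0.0539 to 0.218), and the rise of *Myh7* at 24 weeks did not against the wild type mice of the own line alone (1.19, adjusted p = 0.0703). 

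**Figure D4:**
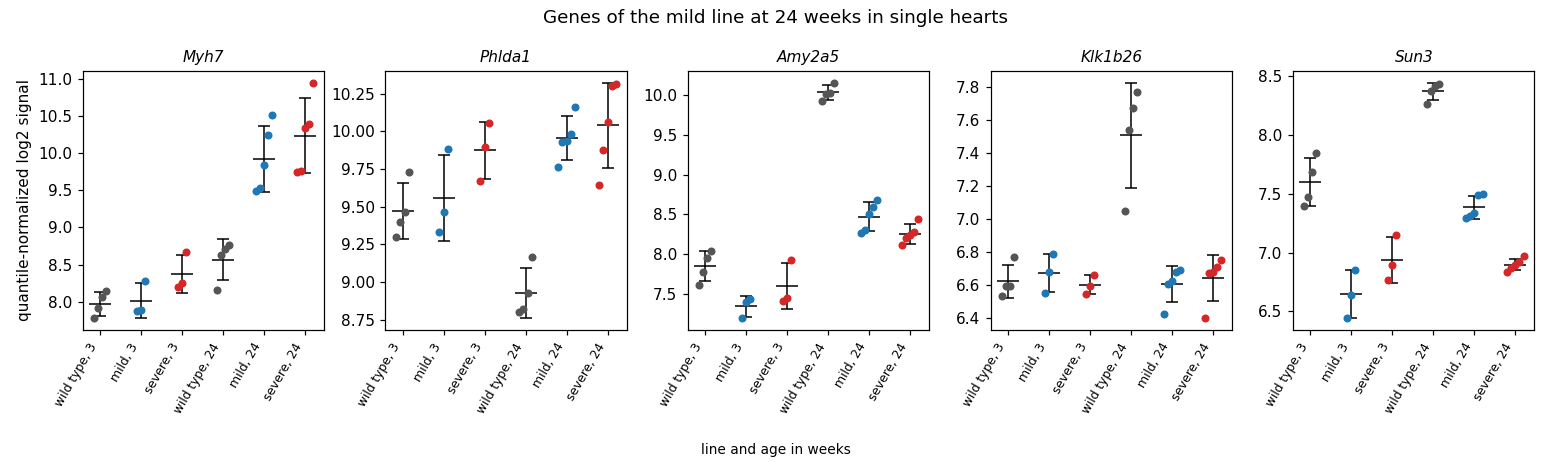
Log2 expression of *Myh7*, *Phlda1*, *Amy2a5*, *Klk1b26* and *Sun3* (y axis) in each heart by group and age (x axis), with points for single hearts and bars for the group mean and SD. At 24 weeks the mild line points of *Myh7* and *Phlda1* lie above, and those of *Amy2a5*, *Klk1b26* and *Sun3* below, all wild type points of that age.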

From the microarray data, there were only five genes that were affected in the mild line at 24 weeks that were not affected at 3 weeks (S2 Table): *Myh7* and *Phlda1*, which were up-regulated, and *Amy2-2*, *Klk1b26*, and *Sunc1*, which were down-regulated. All five of these genes were similarly up- or down-regulated in the severe line at 24 weeks (S3 Table). 

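In the severe line at 24 weeks *Myh7* was higher than wild type by 1.68 (standard error 0.22, adjusted p = 1.12e-05 from limma) and *Phlda1* by 1.11 (standard error 0.14, adjusted p = 4.04e-06 from limma). *Amy2a5* was lower by -1.78 (standard error 0.11, adjusted p = 4.58e-10 from limma), *Sun3* by -1.47 (standard error 0.09, adjusted p = 4.58e-10 from limma) and *Klk1b26*, by less than 2-fold, by -0.86 (standard error 0.11, adjusted p = 5.49e-06 from limma). At 3 weeks the severe line had 0.40 (adjusted p = 0.490) for *Myh7*, 0.40 (adjusted p = 0.168) for *Phlda1*, -0.25 (adjusted p = 0.337) for *Amy2a5* and -0.66 (adjusted p = 5.66e-04) for *Sun3*, and *Klk1b26* was not detected on any severe line array of that age. The change between the ages was 1.28 (adjusted p = 0.0876) for *Myh7* and 0.71 (adjusted p = 0.140) for *Phlda1*. It was -1.53 (adjusted p = 3.30e-05) for *Amy2a5* and -0.81 (adjusted p = 0.00408) for *Sun3*. Of the 12 markers of acinar pancreas and salivary gland, 0 rose and 3 fell (1 and 3 when adjusted over the list alone) in the mild line at 24 weeks (camera adjusted p = 1.31e-06) and 1 rose and 3 fell (1 and 3 when adjusted over the list alone) in the severe line (camera adjusted p = 0.00843). The 3 that fell in each line were *Amy2a5*, *Amy1* and *Klk1b26*, and at 3 weeks the list did not pass in either line (camera adjusted p = 0.928 and 0.823). As the study had already named amylase and kallikrein as lower on these arrays, the direction of this list is not independent evidence. Of the 27 stress response genes in the severe line, 2 rose and 1 fell (5 and 1 when adjusted over the list alone) at 3 weeks (camera adjusted p = 0.101) and 4 rose and 1 fell (4 and 1 when adjusted over the list alone) at 24 weeks (camera adjusted p = 0.118). At 24 weeks 18 of the 25 genes affected in the mild line were also affected in the severe line, 7 higher and 11 lower in both, where independent lists would share 0.113 and 0.0758 (Fisher's exact test, p = 6.08e-28). Simulated unchanged groups against the shared wild type arrays had 0 genes in common in each of 100 draws, and with the wild type arrays split between the lines 7 higher and 10 lower genes were shared. Across the 12011 genes, which are not independent replicates, the log2 changes of the lines at 24 weeks had a covariance of 0.0301, against a median of 0.00734 and a highest value of 0.0276 for simulated unchanged groups and 0.0155 with split wild type arrays. The covariance at 3 weeks was 0.0408, under the highest of the simulated groups (median 0.00816, highest 0.0458). With split wild type arrays, which the lines do not share, it was 0.0375 at 3 weeks. That was above all 100 simulated unchanged groups tested with the same split (highest 0.0346), a test chosen after the values were seen. This argues against the sharing of wild type arrays as the whole cause at 3 weeks, though by a narrow margin. The simulated groups drew arrays without regard to the runs of 6, and arrays of both lines lay in the same runs. A run effect common to the lines is thus not covered by this test. At 24 weeks 1 of the 100 was as high (highest 0.0192). At 24 weeks the correlation was 0.575, 0.504 and 0.223, and the share of genes with the same sign 65.3%, 67.7% and 48.5%. The change of *Sun3* between the ages did not pass with values scaled to a common median (-1.20, adjusted p = 0.534) or against the wild type mice of the own line alone (-0.82, adjusted p = 0.0562).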

To validate these changes, real-time RT-PCR was performed in wild type and MHC-CELFΔ hearts at 3 and 24 weeks (Fig 5). Although *Myh7* was not identified as being significantly different in MHC-CELFΔ hearts versus wild type at 3 weeks by microarray, small declines in *Myh7* expression were detected in both transgenic lines at this age. At 24 weeks, *Myh7* remained mildly reduced in the severe line. In the mild line, elevation of *Myh7* levels compared to wild type at 24 weeks indicated by microarray was not seen, although levels were no longer significantly lower than wild type. As seen by microarray, *Phlda1* levels in the mild line were indistinguishable from wild type at 3 weeks, but were significantly (although modestly) elevated at 24 weeks. *Phlda1* levels were higher in the severe line at both ages. Although not identified as affected in young mice by microarray, *Amy2-2* levels were significantly reduced in the mild line at 3 weeks, and showed a trend towards lower levels in the severe line. At 24 weeks, reductions in *Amy2-2* levels were significantly greater in both lines, consistent with the microarray results. *Sunc1* was reduced to a lesser extent in the mild line at 24 weeks compared to 3 weeks, whereas in the severe line down-regulation of *Sunc1* became more pronounced with age. We were unable to corroborate changes in *Klk1b26*, as *Klk1b26* transcripts were not detectable by real time RT-PCR in any of the samples using four different primer sets, even after increasing the amount of template (data not shown). Thus, we were able to confirm the up-regulation of *Phlda1* and down-regulation of *Amy2-2* in the mild line at 24 weeks. Although *Myh7* and *Sunc1* did not fully mirror the microarray results, they are in general agreement with the observation that gene expression changes lessen in the mild line with age. In and of itself, the fact that some of these transcripts are similarly up- or down-regulated in the severe line could indicate that they do not contribute to the recovery of the mild line, although it is also possible that the hearts of severe line mice may simply be too badly damaged at a young age to effectively recover regardless of what compensatory mechanisms may be activated. Let us therefore consider what is known in the literature about each of these genes in turn.

**Fig 5:**
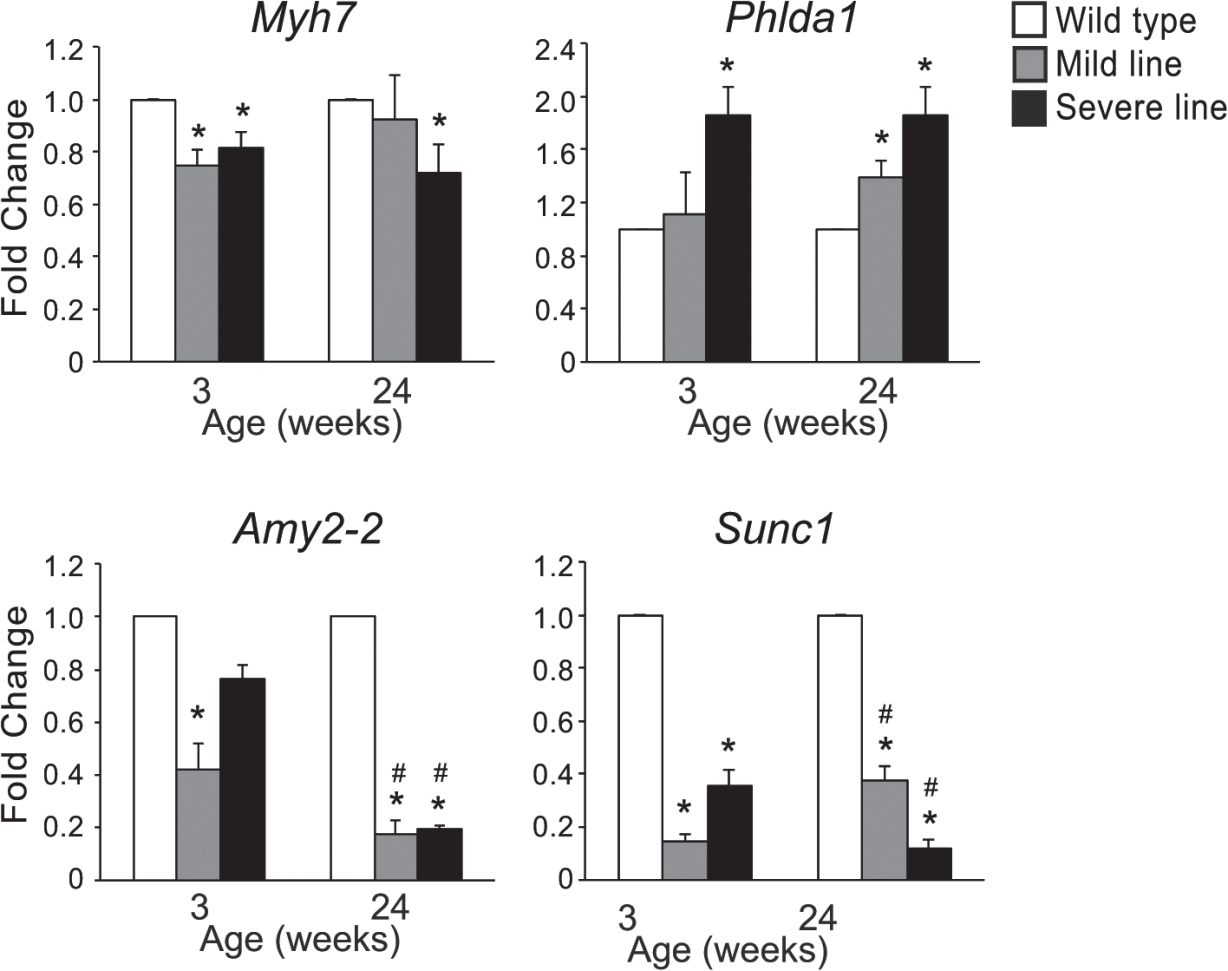
The expression levels of transcripts identified by microarray as affected at 24 weeks, but not 3 weeks, in the mild line were evaluated by real-time RT-PCR. Total RNA was extracted and mRNA levels were assayed using SYBR green-based detection. *Myh7* was mildly reduced in both mild and severe lines at 3 weeks, but was restored to normal levels specifically in the mild line at 24 weeks. *Phlda1* was specifically up-regulated in the mild line at 24 weeks, but was elevated in both juvenile and mature mice of the severe line. *Amy2-2* levels went down with age in both lines, whereas *Sunc1* levels improved in the mild line and worsened in the severe line with age. Fold changes shown represent the mean + standard error of the mean of four to five independent samples for each group. An asterisk indicates a significant difference from wild type mice at the same age, and a pound sign indicates a significant difference from mice of the same group at 3 weeks (P ≤ 0.05).

*Myh7* encodes the beta heavy chain of cardiac myosin. Changes in the relative abundance of alpha (fast) and beta (slow) myosin heavy chain affect the actomyosin kinetics of the myofibril, and a shift towards the beta isoform is thought to underlie reduced contraction velocity and relaxation in human heart failure [35]. Normalization of *Myh7* levels is associated with improved cardiac function and survival in rodent models of heart failure in which the microRNA miR-208a has been targeted [36,37]. Thus, while an up-regulation of *Myh7* suggested by the microarray results would not be consistent with the recovery of healthy function, the normalization of *Myh7* levels seen by real-time RT-PCR would be. *Phlda1* (also known as *Tdag51*) is a member of the pleckstrin homology-like domain family. *Phlda1* is induced by ER stress, and its over-expression promotes apoptosis [38]. It is not obvious how the increase in *Phlda1* would help recover cardiac function in the older transgenic mice.

There are also no obvious candidates for promoting recovery in the down-regulated genes. *Amy2-2* encodes amylase 2b, an enzyme that hydrolyzes alpha-glucoside bonds in polysaccharides, which can break down glycogen to produce glucose. Glucose is a preferred energy substrate in hypertrophic and failing hearts, and the increased utilization of glucose is thought to be beneficial for adaptive remodeling [39]. Loss of *Amy2-2* expression would therefore be predicted to reduce glucose availability and have a negative influence on the recovery of normal cardiac function. *Klk1b26* encodes a member of the kallikrein 1-related peptidase family of extracellular (chymo)tryptic-like serine proteases. KLK1b26 is involved in the maturation of epidermal growth factor (EGF) and renin [40]. EGF has been shown to be protective against ischemic injury in the heart [41,42]. Renin, on the other hand, is a protease involved in the production of angiotensin II, which induces systemic vasoconstriction, cardiomyocyte hypertrophy, and cardiac fibrosis, changes associated with worsening of ventricular function [43]. Thus, reduction in *Klk1b26* could have both negative and positive effects on recovery by reducing EGF and renin, respectively. Our failure to detect *Klk1b26* transcripts, however, suggests that it is expressed at very low levels in the heart. *Sunc1* encodes the sad1/unc-84 (SUN) domain-containing protein 1 (also known as SUN3). SUN domain-containing proteins are nuclear envelope proteins that physically connect the nucleus with the peripheral cytoskeleton and are involved in a variety of processes, including nuclear positioning and chromosome dynamics during meiotic cell division [44]. The specific functions of SUN3 have not been elucidated, but unlike other SUN domain-containing proteins SUN3 is distributed primarily in the endoplasmic reticulum and is expressed predominantly in the testes [45]. Thus, the consequences of changing *Sunc1* levels for cardiac function are unclear.

Although none of the changes in gene expression that occur specifically at 24 weeks seem overtly beneficial, we cannot rule out the idea that a compensatory pathway is activated that is able to offset the detrimental effects of misregulated splicing in the mild line. *Phlda1* or *Amy2-2* could have unappreciated effects on cardiac function. Or small changes in gene expression (i.e., less than the 2.0-fold cutoff used in the microarray analysis) could contribute to recovery. 

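Below a fold change of 2, 210 genes differed from wild type at an adjusted p under 0.05 in limma in the mild line at 3 weeks and 91 at 24 weeks, and in the severe line 487 and 1683. With the larger changes included, the mild line had 129 genes above and 151 below wild type at 3 weeks, and 51 above and 65 below at 24 weeks. Among the smaller changes in the mild line at 24 weeks were the SRF target *Pdlim1* at 0.68 (adjusted p = 0.0162), the amino acid synthesis enzyme gene *Asns* at 0.50 (adjusted p = 0.0442) and the growth factor gene *Bmp10*, an atrial transcript not detected on any mild line array of that age and lower by at least 1.24-fold (adjusted p = 0.00380). In simulated arrays of 24 weeks, 40.3% of genes changed exactly 2-fold in the mild line were called affected, since the measured change of such a gene falls on either side of the threshold. The change between the ages in the mild line passed the adjusted p for 3 genes by less than 1 on the log2 scale. They were *Klk1b26*, *Amy1* and the acyl-CoA synthetase gene *Acsm5*, the last chosen after its value was seen. The probe of *Amy1* was not detected on any mild line array of 3 weeks, and *Acsm5* was detected only on wild type arrays of 24 weeks, so the sizes of these 2 changes are not measured. The rise of *Asns* did not pass the adjusted p without any 1 of mild line 24 weeks replicates 2, 4 and 5 and wild type 24 weeks replicates 1, 3 and 4 (adjusted p = 0.0810 to 0.203). The change of *Amy1* did not pass with values scaled to a common median (adjusted p = 0.177).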

We also cannot rule out other kinds of compensatory changes that cannot be detected by microarray, such as alterations in miRNA expression, translational regulation, or post-translational modifications of proteins.

An alternative possibility to the activation of a compensatory pathway is that the aberrantly expressed splice variants could be more toxic in the cellular milieu of juvenile cardiomyocytes than that of adult cardiomyocytes [16]. In response to growth and changes in workload, the fetal versions of many proteins important for cardiac function are replaced by adult versions during early postnatal development [46,47]. For example, beta myosin heavy chain is predominantly expressed in the fetal heart, and is replaced by alpha myosin heavy chain in the adult heart [46]. The isoforms produced from inappropriate splicing could be functionally more compatible with the adult proteins than their fetal counterparts. Since there is no overt physical damage to the heart in the mild line (e.g., muscle death or fibrosis) [16], improved function due to enhanced compatibility might be sufficient to alleviate cardiac stress and restore a healthy status quo. We previously proposed that the creation of a new mouse model in which CELF activity is disrupted specifically during later adult life would distinguish between these recovery models. If repression of CELF activity in older mice results in a late onset dysfunction that then recovers, it would support a model in which an as-yet-unidentified compensatory pathway is activated. If, on the other hand, repression of CELF activity in older adults has no detrimental effect on cardiac function, this would support a model of stage-dependent incompatibility of aberrantly regulated splice variants. The creation and characterization of an inducible NLSCELFΔ-expressing transgenic mouse model remains a goal of future studies.

## Supporting Information

S1 Table Real time primer sequences used in this study.

S2 Table Genes affected in the MHC-CELFΔ mild line (MHC-CELFΔ-574).

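The table of the mild line lists 37 genes affected only at 3 weeks, 22 at both ages and 5 only at 24 weeks, of which 34, 17 and 4 were tested here under a matching gene name. All 34 of the first group had the listed direction at 3 weeks and lay closer to wild type at 24 weeks, with a median size of 1.17 log2 at 3 and 0.576 at 24 weeks. At 3 weeks 25 of the 34 were called affected here, and 2 were at 24 weeks. Their change between the ages passed an adjusted p under 0.05 for 0 genes in limma, for 14 when adjusted over the list alone and for 21 at an unadjusted p under 0.05. Of the 17 genes of both ages all had the listed direction at both, 15 were called at both ages and 9 differed by less than 0.5 log2 between the ages. Of the 4 tested genes of 24 weeks alone, 2 were called here. The study chose these genes on samples that include these arrays, and at 3 weeks also on an earlier series, so the shared directions and the smaller sizes at 24 weeks of the first group, which its choice largely fixes, are not independent evidence.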

S3 Table Genes affected in the MHC-CELFΔ severe line (MHC-CELFΔ-10).

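The table of the severe line lists 16 genes affected only at 3 weeks, 22 at both ages and 131 only at 24 weeks, of which 12, 18 and 112 were tested here. Of the 12 genes of 3 weeks alone 10 were called affected at that age here and 2 at 24 weeks, with a median size of 1.48 log2 at 3 and 0.786 at 24 weeks. Of the 18 genes of both ages 17 were called at both, and 12 differed by less than 0.5 log2 between the ages. Of the 112 genes of 24 weeks alone all but 3 were called at 24 weeks and 13 also at 3 weeks, with a median size of 0.661 at 3 and 1.28 at 24 weeks. Their change between the ages passed an adjusted p under 0.05 in limma for 26 of the 112, for 69 when adjusted over the list alone. As for the mild line, the genes were chosen on samples that include these arrays, which largely fixes which age had the larger size.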

# Supplementary material for: Gene Expression Analyses during Spontaneous Reversal of Cardiomyopathy in Mice with Repressed Nuclear CUG-BP, Elav-Like Family (CELF) Activity in Heart Muscle
**Source:** PLoS One. 2015 Apr 20;10(4):e0124462. doi: 10.1371/journal.pone.0124462
**Supplement:** S1 Table

Table S1. Real time primer sequences used in this study

**Genes**	**Forward primer**	**Reverse primer**
<i>Srf</i>	cacctaccaggtgtcggaat	gtctggattgtggaggtggt
<i>Hopx</i>	caacttcaacaaggtcaacaagc	gcttaaaccatttctgcgtc
<i>Fhl2</i>	gccaggtacccgcaagatg	gcttctcatagcagggcacg
<i>Tpm2</i>	gagagcgagagaggaatgaagg	cctcagcgatgtgcttgg
<i>Egr1</i>	gagcgaacaaccctatgagc	tgggataactcgtctccacc
<i>Rcan1</i>	gctcagactttacacataggaag	gatcgtaatttatgacgggggtg
<i>Nppb</i>	gcacaagatagaccggatcg	cttcaaaggtggcccagag
<i>Pln</i>	cccagctaagctcccataag	cagccaaatgtgagctgtctt
<i>Ryr2</i>	ccggtcttcactgacaaac	aggcaggatgtatggtccac
<i>Myh7</i>	catgctgaccttctgcat	gcagaagaggcccgagtag
<i>Phlda1</i>	acctccaactctgcctgaag	gcaatgcacttctccactt
<i>Amy2-2</i>	tggatttatgttggtcatcc	aggtggtccaatccagtcac
<i>Sunc1</i>	ctcaagtgacccaaggagt	gaatggttgcttccatttg
<i>Gapdh</i>	tcgtcccgtagacaaaatgg	ttgaggccaatgaaggggtc

How the deposited data were processed for this re-analysis (not part of the article)

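RNA from the whole hearts of 24 female mice, wild type and of the mild and severe MHC-CELFΔ lines at 3 and 24 weeks of age, was measured on Illumina MouseWG-6 v2 BeadChips, 1 array per mouse. Samples were assigned to line, age and replicate from the titles of the samples and the methods of the paper. The intensity values deposited by the authors are bead-summary signals for each probe and array, not normalized between arrays. The log2 values deposited by the authors are the same signals after quantile normalization between the 24 arrays, with no visible background subtraction. The detection p-value deposited by the authors sets each probe against the negative control beads of its array. The software of the scanner and of the normalization is not given in the sources used here. The paper gives its statistics by reference to an earlier article, with the thresholds in its methods. A further 48 columns of per-sample values were not used.

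The log2 values were used as deposited. They ran from 5.82 to 15.16, and differed from a quantile normalization of the raw intensities by at most 0.154 and from the values of the other deposited table by 0. Quantile normalization gives every array the same distribution, so a shift of most transcripts in one direction is removed, and without background correction the fold changes of weakly expressed genes are smaller than the changes in RNA. The median raw intensity was 71.4 to 104.8 in wild type, 76.9 to 100.8 in mild line and 83.2 to 106.1 in severe line arrays at 3 weeks, and 64.3 to 112.4, 70.5 to 107 and 72.6 to 123.4 at 24 weeks. The number of arrays per group, 3 to 5, limits the precision of every difference.

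Of the 45281 probes, 34885 had 1 gene symbol in the platform annotation, 18 had several and 10378 had none, and no symbol needed an update. Probes without a single symbol were left out of the tests of genes. A probe was kept at a detection p under 0.05 on at least 3 arrays, and 18907 of the kept probes had a symbol. Where several probes of a gene were kept, the brightest over all arrays stood for it, without regard to group. A gene whose probe was not detected on any array of a group was given as a bound. For this the mean log2 value of the brighter group was set against a mean over the arrays of the dim group. That mean took, for each of those arrays, the higher of the lowest detected value on the array and the value of the probe itself.

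The 6 groups were fitted in 1 linear model with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, with data.table 1.17.8 for the tables). Contrasts set each line against the 4 wild type arrays of its age and the mild against the severe line. They also set wild type hearts of 24 against 3 weeks, and the difference from wild type at 24 against that at 3 weeks. P-values were adjusted by Benjamini-Hochberg over the genes of a contrast. A gene was called affected after the thresholds in the methods of the paper, an adjusted p under 0.05 or a raw p under 0.001, and a fold change of 2 or more. The change with age was called at an adjusted p under 0.05 with no fold threshold. Overlaps of affected genes were tested with Fisher's exact test over the 12011 genes.

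The 26 gene lists covered SRF targets and regulators, CELF genes, calcium cycling, the sarcomere, fetal genes, the matrix, metabolism, stress, immediate early genes, the cell cycle and markers of 12 tissues or cell types. Each list was tested with camera at a preset inter-gene correlation of 0.01, adjusted over the lists of a contrast, with camera at an estimated correlation and fry beside it.

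The genes named in the text were those named in the paper, the 10 largest rises and falls per comparison with wild type among affected genes whose transgenic arrays all lay outside the range of the wild type arrays, the 5 largest each way for the change with age and for the comparisons of the lines, and up to 4 members per list. The values of S2 and S3 Tables had been read when this rule was written, and any other gene is said to have been chosen after its values were seen. Of the genes the paper names, Myh7b and Ren1 were not analysed here, for want of a probe with that symbol.

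Each step was tested on simulated arrays with the mean of each gene in wild type hearts at 3 weeks and its residual spread, in which 200 genes were changed by 2, 3 or 4-fold among 12011. A 2-fold change passed the adjusted p for 92.5% and 98.5% of the changed genes in the mild line at 3 and 24 weeks and for 91.0% and 100% in the severe line, and for 88.1% and 85.1% in the contrasts of age. Of the unchanged genes 0.0508% to 0.144% passed. The noise was drawn independently for each gene and array, with the same spread in all groups and no effect of the runs. These shares may thus be more favourable than in the real arrays. A list of 44 genes shifted by 0.4 log2 was called in each of the 4 comparisons, and so were 1, 4, 1 and 1 other lists, in that order, of which 0, 1, 0 and 0 shared no gene with it.

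Alternatives listed in advance were quantile normalization of log2(signal + 16), background-corrected values scaled to a common median, no detection filter, a detection p under 0.01 on every array of a group, the mean of all kept probes or every kept probe of a gene, only the groups of a comparison in the fit, only the wild type mice of the own line, the replicate number as a block, array weights, a trended and robust variance prior, other thresholds, 3 of 5 transgenic mice at 24 weeks and leaving out each array in turn. The values of the other deposited table gave no alternative, being identical, and the files used here do not name the slide. Alternatives added after the values were seen were neqc, the background set of the arrays as a block or the 12 arrays of either set alone, the 4 runs of 6 arrays by the number in the sample titles as a block, probes without a symbol counted as genes, leaving out each array in the list tests, and simulated unchanged groups with the wild type arrays split between the lines. Arrays were assigned to the 2 background sets by their lowest raw intensity, separated at 50.7. The values within a set, and those against the own wild type mice, are contrasts in a fit of all 24 arrays. The estimate of the spread in these contrasts thus comes from all arrays.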

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

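The tests of gland transcripts and of atrial tissue were chosen only after the result was seen.

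Of 512 groups of 4 or 5 arrays of a named gene or an array measure, 30 held a log2 value far from the others by Dixon's test at 95%, which chance gives in about 1 of 20 groups. The array with the most such values, 7, was severe line 24 weeks replicate 5: its log2 expression in relation to the other arrays of its group was *Amy1* at 6.90 against 6.74 to 6.79, *Atf3* at 8.87 against 7.02 to 7.46, *Dhrs7c* at 9.11 against 8.47 to 8.65, *Fos* at 10.35 against 7.27 to 7.91, *Ppargc1a* at 8.80 against 9.62 to 9.82, *Rbfox1* at 9.61 against 10.40 to 10.69 and *Uqcrq* at 7.66 against 8.25 to 8.41. On mild line 24 weeks replicate 1 the values were *Acot1* at 7.88 against 8.58 to 8.75, *Myom2* at 12.21 against 11.67 to 11.79, *Nmrk2* at 9.20 against 10.24 to 10.47 and *Ppp1r1a* at 7.45 against 7.91 to 7.99. On mild line 24 weeks replicate 3 the values were *Fos* at 7.37 against 6.98 to 7.00, *Laptm5* at 10.70 against 10.22 to 10.35 and *Sypl2* at 6.71 against 6.98 to 7.03. On severe line 24 weeks replicate 3 the values were *Cdh4* at 7.40 against 7.79 to 7.82, *Pln* at 10.37 against 11.81 to 12.27 and *Ryr2* at 10.68 against 11.73 to 12.06. On wild type 24 weeks replicate 2 the values were *Egr3* at 7.15 against 7.24 to 7.25, *Tnnt1* at 9.12 against 9.96 to 10.06 and *Ttll1* at 8.98 against 9.74 to 9.79. On wild type 3 weeks replicate 2 the values were *Celf2* at 9.33 against 9.68 to 9.70, *Comp* at 8.19 against 7.75 to 7.83 and *Tfrc* at 10.48 against 10.92 to 11.00. On severe line 24 weeks replicate 1 the values were *Klk1b26* at 6.40 against 6.67 to 6.75 and *Srf* at 10.25 against 9.94 to 10.03. Single values were *Hopx* on mild line 24 weeks replicate 2 at 9.78 against 10.18 to 10.29, *Ppil1* on mild line 24 weeks replicate 5 at 7.11 against 7.30 to 7.33 and *Ndufb4* on wild type 24 weeks replicate 1 at 9.35 against 9.62 to 9.67. Single values were *Hspa1a* on wild type 24 weeks replicate 3 at 8.54 against 6.71 to 7.02 and *2310002L09Rik* on wild type 24 weeks replicate 4 at 11.32 against 11.62 to 11.64.

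The difference from wild type changed between the ages for 8 genes in the mild line and 82 in the severe line at an adjusted p under 0.05 from limma. Within the sets of higher and lower background these were 1 and 0 genes in the mild and 6 and 7 in the severe line. The mild line had 5 without mild line 3 weeks replicate 1 and 16 without severe line 3 weeks replicate 2. Without wild type 3 weeks replicate 4 the severe line had 53, and without severe line 24 weeks replicate 5 the severe line had 180. Among the genes named, the log2 change of the difference in the mild line was *Amy2a5* -1.06, *Klk1b26* -0.95, *Lrtm1* 1.48 and *Vgll2* 1.07 (adjusted p at most 0.0471). It was positive in the severe line for *Comp* 2.50, *Ecrg4* 1.65, *Fbln1* 1.39, *Itgbl1* 1.30, *Laptm5* 1.05, *Lgals3* 2.01, *Ncam1* 1.41, *Plvap* 1.15, *Pvalb* 1.65, *Serpina3n* 2.46, *Tgfb3* 1.40, *Timp1* 1.64 and *Vgll2* 1.40 (adjusted p at most 0.0239). It was negative there for *Amy1* -1.02, *Amy2a5* -1.53, *Asph* -0.79, *Cyp2b10* -1.44, *Hspa1a* -1.91, *Kcnv2* -0.94, *Ppp1r1a* -1.06, *Sun3* -0.81, *Sypl2* -1.32 and *Tnnt1* -1.81 (adjusted p at most 0.0478). Negative too, at an adjusted p of at most 0.0113, was that of *Acsm5*, *Col26a1*, *Cyp2b10* and *Amy1* in the mild and *Acsm5*, *Cdh4*, *Col26a1* and *Klk1b26* in the severe line, for which at least 1 group had no array with the probe detected, so that the size is not measured. Leaving out 1 array ended some of these calls: in the mild line that of *Klk1b26* without mild line 3 weeks replicate 1 (-0.90, adjusted p = 0.0965), that of *Lrtm1* without mild line 3 weeks replicate 1 (1.47, adjusted p = 0.0567) and without mild line 3 weeks replicate 3 (1.46, adjusted p = 0.0511) and that of *Vgll2* without any 1 of mild line 24 weeks replicates 1, 2 and 5, mild line 3 weeks replicates 1, 2 and 3, wild type 24 weeks replicates 1, 3 and 4 and wild type 3 weeks replicates 1, 2, 3 and 4 (adjusted p = 0.0520 to 0.144). For the severe line it ended the calls of *Hspa1a* without severe line 3 weeks replicate 2 (-1.73, adjusted p = 0.0731), *Kcnv2* without severe line 3 weeks replicate 2 (-0.79, adjusted p = 0.0731), *Timp1* without severe line 3 weeks replicate 2 (1.52, adjusted p = 0.0576) and without severe line 3 weeks replicate 3 (1.55, adjusted p = 0.0602) and *Tnnt1* without severe line 3 weeks replicate 3 (-1.58, adjusted p = 0.0568). The call of *Asph* ended without any 1 of severe line 24 weeks replicates 1, 2, 3 and 4, severe line 3 weeks replicates 2 and 3, wild type 24 weeks replicates 1, 2, 3 and 4 and wild type 3 weeks replicates 2, 3 and 4 (adjusted p = 0.0503 to 0.160), and that of *Plvap* ended without any 1 of severe line 3 weeks replicates 2 and 3, wild type 24 weeks replicates 1 and 2 and wild type 3 weeks replicates 3 and 4 (adjusted p = 0.0536 to 0.0782). That of *Ncam1* ended without severe line 24 weeks replicate 5 (0.49, adjusted p = 0.649), where another probe stood for the gene; on the same probe the change was 1.47 (adjusted p = 2.32e-04).

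The mild and severe lines differed in 25 affected genes at 3 weeks and 71 at 24 weeks, with 22 and 24, and 52 and 102, within the sets of higher and lower background. At 3 weeks the log2 difference of the mild from the severe line was *Hopx* -1.99, *Mybphl* -2.79, *Myom2* -2.01, *Tnnt1* -2.10 and *Tpm3* -1.79 (adjusted p at most 0.00731) and *Ip6k3* 0.82, *Pcp4l1* 1.06, *Ptp4a3* 0.76 and *Scgb1c1* 0.89 (adjusted p at most 0.00731). At 24 weeks it was *Comp* -2.69, *Ecrg4* -1.94, *Egr1* -1.79, *Ildr2* -1.93 and *Lgals3* -2.02 (adjusted p at most 4.79e-04) and *Dgat2* 1.27, *Gstk1* 1.19, *Inmt* 1.33 and *Scn4b* 1.31 (adjusted p at most 9.59e-04). *Cep70*, not detected on any severe line array, was at least 6.99-fold higher in the mild line at 3 weeks and at least 6.20-fold at 24 weeks. The difference at 3 weeks did not pass for *Tpm3* without mild line 3 weeks replicate 1 (-1.73, adjusted p = 0.0539) and without severe line 3 weeks replicate 1 (-1.61, adjusted p = 0.0604), for *Scgb1c1* without mild line 3 weeks replicate 2 (0.75, adjusted p = 0.0562) and for *Ptp4a3* without mild line 3 weeks replicate 3 (0.63, adjusted p = 0.0693).

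Some affected genes had no entry of a matching name in the table the study gives for the line. They numbered 28 and 6 in the mild line and 29 and 61 in the severe line, at 3 and 24 weeks. Not every listed entry was matched to a gene here, so some of them may be listed under another name. *Amy2a5* was counted in both lines at 24 weeks, though it stood here for the Amy2-2 of the paper. The paper compares the ages of wild type hearts for single proteins and transcripts but not across the arrays, on which 41 genes were affected by age, 40 and 32 within the sets of higher and lower background.

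The counts were set against other splits of the same arrays, by the real count and the highest of the other splits. Chance can be excluded for the affected genes of the mild line at 3 weeks (70 against 24) and 24 weeks (25 against 15), of the severe line at these ages (68 against 25, 188 against 131), of the lines at 24 weeks (71 against 12) and of age in wild type hearts (41 against 1). In each of these 1 split gave as many, the real one, of 35 splits at 3 weeks and in wild type hearts and of 100 drawn at 24 weeks. The lines at 3 weeks allow only 10 splits, too few for a share under 0.05 (25 against 11). For the change with age 3 of 100 splits gave as many in the mild line (8 against 115) and 3 of 100 in the severe line (82 against 1066). These splits exchanged wild type and transgenic arrays within an age, which also breaks up differences from wild type that do not change with age. They therefore cannot decide whether chance gives these counts, and what the splits with many calls share was not tested. For the number of gene lists called at 24 weeks, the share of splits with as many was under 0.05. It was 1 of 100 in the mild line (13 against 12) and 2 of 100 in the severe line (15 against 15). Another split thus gave as many lists in the severe line, and the margin in the mild line was narrow. The lists were also not chosen blind to the results of the paper, so chance is not fully excluded at that age. Chance cannot be excluded at 3 weeks (5 of 35, 11 against 13, in the mild and 2 of 35, 13 against 14, in the severe line) or for the change with age (41 of 100, 4 against 13, and 41 of 100, 7 against 15).

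Genes affected in the mild line at 3 weeks lay closer to wild type at 24 weeks. Genes chosen on part of the 3-week arrays had a median size of 1.20 log2 on the held-out arrays and 0.690 at 24 weeks, a median difference of 0.498 that was above 0 in 18 of 18 splits, which argues against a return to the mean after the choice of genes as the whole cause. Per gene the change with age passed for only 8 genes of the 12011, and the ages came from different mice. A recovery with age, which the design allows, stays open as a hypothesis, as do differences between the litters or the handling of the 2 ages, which were not tested.

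Transcripts of amylase, kallikrein and *Cyp2b10* rose with age in wild type hearts, *Amy2a5* by 2.18, *Amy1* by 1.20, *Klk1b26* by 0.88 and *Cyp2b10* by 1.49 log2 (adjusted p at most 3.48e-05), and every wild type array of 24 weeks lay above every transgenic array of that age. Gland tissue in the wild type samples would bring the other acinar transcripts, but the 9 other tested members of the gland list had a median rise of 0.0642 (standard error 0.0551), none passing limma's adjusted p, and of 14 with a probe 6 were detected on no wild type array of 24 weeks. The sex of the mice was the same by 24 of 24 arrays, on which *Xist* lay above every Y-linked probe. Only 1 probe of *Amy2a5* and 1 of *Cyp2b10* carried the signal, and *Amy1* and *Amy2a5* are near-identical copies whose probes may share transcripts. The probe of *Klk1b26* was detected on 1 of 4 wild type arrays of 3 weeks. On transgenic arrays of 24 weeks it was at most 6.75, where the lowest detected values of the arrays were 6.62 to 6.82. The size of its rise is thus uncertain, and by real-time RT-PCR the paper detected no *Klk1b26* transcript in any sample. An effect of the transgene on genes that rise with age stays open as a hypothesis, beside the untested feeding state or time of day of the mice.

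Some atrial transcripts were lower in transgenic hearts. In the mild line *Mybphl* was lower by -3.06 and -1.71 and *Sln* by -1.95 and -1.18 at 3 and 24 weeks (adjusted p at most 0.00225 from limma). Less atrial tissue would lower transcripts found only in the atria by the same log2 amount, but *Mybphl* minus *Sln* was -1.11 (standard error 0.190) at 3 and -0.535 (standard error 0.167) at 24 weeks. If a share of 0.158 (standard error 0.0366) of the *Sln* signal came from outside the atria, which was not measured here, less atrium would account for the difference at 3 weeks and predict *Sln* at 24 weeks, where measured minus predicted was 0.0917 (standard error 0.162), so a lower share of atrium and a lower expression cannot be told apart in the mild line. In the severe line the list of atrial markers passed camera at neither age, but at 24 weeks its members *Hamp* and *Myl7* fell by -1.56 and -1.35. There *Sln* minus *Myl7* was 1.0 (standard error 0.331) and *Mybphl* minus *Myl7* 0.976 (standard error 0.361). All that remained of *Mybphl* and *Sln* in the mild line at 3 weeks was then taken as signal from outside the atria. On that basis *Mybphl* lay 0.731 (standard error 0.300) and *Sln* 0.519 (standard error 0.229) above the prediction. These values all rest on *Myl7*, which was picked because it fell in these same arrays. The standard errors do not cover this choice. The values thus do not decide whether a lower share of atrium was the whole cause of the fall of *Myl7*. An effect of the transgene on single genes stays open as a hypothesis, with the dissection of the hearts untested in either line.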

How the results depend on the processing

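The settings neqc, those by background set, the runs of 6 arrays by title number as a block, the probes without a symbol, the overlaps at other thresholds and the list tests without 1 array were chosen only after the result was seen. The main counts of affected genes were 70 and 25 in the mild line and 68 and 188 in the severe line at 3 and 24 weeks, 25 and 71 between the lines at these ages and 41 with age in wild type hearts. Counts within 1.5 times the main count are not listed.

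With values scaled to a common median the counts were 56 (mild, 24 weeks), 222 (severe, 3 weeks), 462 (severe, 24 weeks), 70 (lines, 3 weeks), 285 (lines, 24 weeks) and 84 (age), with neqc 126 (mild, 3 weeks), 61 (mild, 24 weeks), 152 (severe, 3 weeks), 399 (severe, 24 weeks), 62 (lines, 3 weeks), 207 (lines, 24 weeks) and 110 (age), at an adjusted p under 0.05 with no fold threshold 280 (mild, 3 weeks), 1.2e+02 (mild, 24 weeks, to 2 digits), 555 (severe, 3 weeks), 1871 (severe, 24 weeks), 69 (lines, 3 weeks), 1354 (lines, 24 weeks) and 309 (age), and within the set of higher background 44 (mild, 3 weeks) and 40 (severe, 3 weeks). Without a fold threshold more genes pass by construction; for the rest the cause was not tested. Leaving out 1 array gave 48 to 78, 24 to 29, 51 to 132 and 168 to 200 for the lines at 3 and 24 weeks, 24 to 36 and 67 to 89 between them and 39 to 49 with age; without severe line 3 weeks replicate 2 there were 132 affected genes in that line.

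The 8 genes whose difference changed with age in the mild line became 20 with only the groups of the comparison in the fit, 4 against the wild type mice of the own line, 14 with array weights, 15 with the runs of 6 arrays as a block and 1 and 0 within the sets of higher and lower background. For the severe line 82 became 31 with values scaled to a common median, 41 with only its groups, 31 against its own wild type mice, 213 with array weights and 6 and 7 within the sets. Without 1 array they were 5 to 16 and 53 to 180, 5 without mild line 3 weeks replicate 1, 16 without severe line 3 weeks replicate 2, 53 without wild type 3 weeks replicate 4 and 180 without severe line 24 weeks replicate 5. Fewer arrays enter the fit with only the groups of the comparison, but the mild line count rose there. The fits by litter and by set used all 24 arrays, with fewer arrays behind each contrast. The cause of these differences was not tested.

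With the replicate number as a block the mild line had 18 genes whose difference changed with age and the severe line 123. The median correlation of the deviations from the group means was 0.0638 (-0.318 to 0.571) between arrays of different groups with the same number, and 12 of the 24 arrays correlated best with an array of the same number, a hint from the data and not the design. Titles 1 to 6 all carry replicate number 1 and titles 7 to 12 number 2, so the block follows the runs of 6 arrays in part, and what it takes out was not tested.

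Of the affected genes of the mild line 51 were affected only at 3 weeks, 19 at both ages and 6 only at 24 weeks. They were 35 at both ages and 21 only at 24 weeks with values scaled to a common median, 87 only at 3 weeks, 39 at both ages and 22 only at 24 weeks with neqc, 207 only at 3 weeks, 73 at both ages and 43 only at 24 weeks with no fold threshold, 3 only at 24 weeks with the mean of the probes and 30 only at 3 weeks within the set of higher background. Leaving out 1 array gave 29 to 60, 18 to 23 and 5 to 7, the lowest only at 3 weeks without mild line 3 weeks replicate 3. For the severe line 27, 41 and 147 became 97 only at 3 weeks, 125 at both ages and 337 only at 24 weeks with the median scaling, 58 only at 3 weeks, 94 at both ages and 305 only at 24 weeks with neqc, 138 only at 3 weeks, 417 at both ages and 1454 only at 24 weeks with no fold threshold, 20 at both ages within the set of higher and 50 only at 3 weeks within that of lower background, and 22 to 59, 28 to 73 and 115 to 160 without 1 array, the highest at both ages and only at 3 weeks without severe line 3 weeks replicate 2. The cause was not tested.

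Scaling to a common median moved the median difference of all genes by 0.179 and 0.113 in the severe line at 3 and 24 weeks and by -0.134 and -0.148 between the lines. Higher against lower genes, with the main split in brackets, were 57 to 43 (32 to 38) in the mild line at 3 weeks, 214 to 8 (56 to 12) and 379 to 83 (123 to 65) in the severe line, 15 to 270 (12 to 59) between the lines at 24 weeks, 46 to 38 (16 to 25) with age in wild type, and 0 to 6 (2 to 6) and 17 to 14 (54 to 28) for the change with age in the mild and severe lines. For that change in the mild line the split was 1 to 6 with log2(signal + 16) and 3 to 5 with neqc. The cause was not tested.

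The lists called were 11 and 13 in the mild line, 13 and 15 in the severe line, and 4 and 7 for the change with age. With an estimated correlation they were 6 at 3 weeks in the mild and 8 in the severe line, and 1 and 4 for the change with age, and with fry 1 for that of the mild line. Without 1 array they were 9 to 14, 11 to 14, 11 to 15, 14 to 17, 4 to 7 and 7 to 8, the 7 without mild line 3 weeks replicate 2.

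Of the named genes and comparisons 516 of 521 kept their direction and their side of the threshold with log2(signal + 16), 464 of 521 with the median scaling, 507 of 521 with neqc, 498 of 521 with the mean of the probes, 459 of 521 with the own wild type mice, 480 of 521 with array weights, 409 of 521 and 426 of 521 within the sets, and, lists included, 666 of 677 with the set and 654 of 677 with the runs of 6 arrays as a block. The direction was reversed for *Asph* in the severe line at 24 weeks (-0.72; 0.022 with the mean of the probes) and *Myh8* in that line at 3 weeks (-0.45; 0.51 with the mean and 1.42 with every probe). The cause was not tested. The slide is not named in the files used here, and the runs of 6 arrays by title number stood in for it. The other deposited table, being identical, gave no alternative. Weakly expressed genes lie near the background, which limits the size of their fold changes.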

Differences from the paper's values

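The settings neqc, within a background set and with the runs of 6 arrays by title number as a block were chosen only after the result was seen. Here and in the paper the thresholds were the same, and the 3-week arrays of the earlier series that the paper added were not used here. The paper's tables give 16 genes affected only at 3 weeks in the severe line, and 27 were affected here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with the mean of the probes (24), the wild type mice of the own line (22), the replicate block (24) and 2 of 24 fits without 1 array, and not with the others. The paper's tables give 22 genes affected at both ages in the severe line, and 41 were affected here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with log2(signal + 16) (32), the mean of the probes (31) and 2 of 24 fits without 1 array, and not with the others. The paper's tables give 38 genes affected in the severe line at 3 weeks, and 68 were affected here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with log2(signal + 16) (57), the mean of the probes (55) and 2 of 24 fits without 1 array, and not with the others.

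Log2 fold changes of the paper's S2 and S3 Tables, which are the paper's values, were set against those found here. The sign was the same for 51 of 51 genes (mild line at 3 weeks), 21 of 21 genes (mild line at 24 weeks), 29 of 29 genes (severe line at 3 weeks) and 128 of 129 genes (severe line at 24 weeks), and the median difference was 0.132, 0.0195, 0.231 and 0.0207 in that order. More than the spread of the arrays apart were 7, 0, 5 and 10.

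For the mild line at 3 weeks the following log2 fold changes differed, each beyond the spread under the alternatives set before the data were examined that are not named. *2310002L09Rik* was 0.69 here and the paper's value is 1.32; it was within the spread with the mean of the probes (1.07) and every probe tested (1.46). *Atf3* was 2.10 here and the paper's value is 1.30; no alternative set before the data were examined brought it within the spread. *Whrn* was -1.84 here and the paper's value is -1.60; it was within the spread with log2(signal + 16) (-1.77), array weights (-1.79) and 2 of 24 fits without 1 array. *Rbfox1* was -1.92 here and the paper's value is -1.42; it was within the spread with the mean of the probes (-1.11). *Ppil1* was -0.93 here and the paper's value is -1.10; no alternative set before the data were examined brought it within the spread. *Scgb1c1* was 1.08 here and the paper's value is 1.44; it was within the spread with values scaled to a common median (1.25) and 1 of 24 fits without 1 array. *Ttll1* was -1.62 here and the paper's value is -1.34; it was within the spread with log2(signal + 16) (-1.55), array weights (-1.54) and 1 of 24 fits without 1 array.

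For the severe line at 3 weeks the following log2 fold changes differed, each beyond the spread under the alternatives set before the data were examined that are not named. *Tpm2* was 0.66 here and the paper's value is 1.09; it was within the spread with values scaled to a common median (1.07), the mean of the probes (1.12), the wild type mice of the own line (0.76) and 2 of 24 fits without 1 array. *Egr3* was 2.00 here and the paper's value is 1.04; it was within the spread with the mean of the probes (0.96). *2310002L09Rik* was 0.56 here and the paper's value is 2.58; it was within the spread with every probe tested (2.55). *Nppb* was 1.78 here and the paper's value is 1.26; it was within the spread with 2 of 24 fits without 1 array. *Gadd45g* was 1.26 here and the paper's value is 1.01; it was within the spread with the mean of the probes (1.06), the replicate block (1.17) and 2 of 24 fits without 1 array.

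For the severe line at 24 weeks the following log2 fold changes differed, each beyond the spread under the alternatives set before the data were examined that are not named. *2310002L09Rik* was -0.20 here and the paper's value is 1.04; it was within the spread with every probe tested (1.03). *Nmrk2* was 2.44 here and the paper's value is 1.97; it was within the spread with log2(signal + 16) (2.39), the wild type mice of the own line (2.39), the replicate block (2.20) and 3 of 24 fits without 1 array. *Itgbl1* was 2.04 here and the paper's value is 1.78; it was within the spread with log2(signal + 16) (1.97) and 4 of 24 fits without 1 array. *Vgll2* was 1.51 here and the paper's value is 1.19; it was within the spread with log2(signal + 16) (1.38), the mean of the probes (1.03), every probe tested (1.48) and 4 of 24 fits without 1 array. *Pea15a* was 0.70 here and the paper's value is 1.17; it was within the spread with values scaled to a common median (1.33), the wild type mice of the own line (0.81) and 3 of 24 fits without 1 array. *Ptn* was 1.44 here and the paper's value is 1.05; it was within the spread with log2(signal + 16) (1.35), the wild type mice of the own line (1.36) and 2 of 24 fits without 1 array. *Fbln2* was 1.19 here and the paper's value is 1.01; it was within the spread with the mean of the probes (0.93). *Scn4b* was -1.40 here and the paper's value is -1.15; it was within the spread with log2(signal + 16) (-1.34) and 2 of 24 fits without 1 array. *Cyp2b10* was -1.54 here and the paper's value is -1.0; no alternative set before the data were examined brought it within the spread. *Npc1* was -1.22 here and the paper's value is -1.0; it was within the spread with log2(signal + 16) (-1.19), values scaled to a common median (-1.21), the mean of the probes (-0.81), the replicate block (-1.20) and 4 of 24 fits without 1 array.

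Of the 232 genes per age in the paper's tables that were tested, 20 were not called here, given with the log2 value found and the settings that called them. These were, in the mild line at 3 weeks, *2310002L09Rik* at 0.69 (called with the mean of the probes, every probe tested and the arrays of lower background), *Fos* at 1.46 (called with array weights and without severe line 24 weeks replicate 5), *Prxl2b* at 0.84 (called by no setting), *Rcan1* at 0.84 (called with the arrays of lower background and without mild line 3 weeks replicate 2), *Egr1* at 0.81 (called with array weights), *Col8a1* at 0.86 (called by no setting), *Ppil1* at -0.93 (called with values scaled to a common median, neqc and the arrays of lower background), *Pln* at -1.0 (called by no setting) and *Ryr2* at -1.01 (called with only the groups of the comparison and without any 1 of mild line 3 weeks replicate 2 and severe line 24 weeks replicates 3 and 5). These were, in the mild line at 24 weeks, *Lrtm1* at -0.94 (called with values scaled to a common median, the mean of the probes, every probe tested, array weights, the arrays of lower background and without any 1 of mild line 24 weeks replicate 1 and wild type 24 weeks replicate 2), *Hamp* at -1.12 (called with only the groups of the comparison and without severe line 3 weeks replicate 3), *Klk1b26* at -0.90 (called with values scaled to a common median, the mean of the probes, every probe tested, neqc and without wild type 24 weeks replicate 2) and *Sun3* at -0.98 (called with values scaled to a common median, the wild type mice of the own line, neqc, the runs of 6 arrays as a block, the arrays of higher background and without any 1 of mild line 24 weeks replicates 4 and 5 and wild type 24 weeks replicate 3). These were, in the severe line at 3 weeks, *Tpm2* at 0.66 (called with the mean of the probes and every probe tested), *Scx* at 0.78 (called with values scaled to a common median and neqc) and *2310002L09Rik* at 0.56 (called with the mean of the probes, every probe tested and the arrays of lower background). These were, in the severe line at 24 weeks, *2310002L09Rik* at -0.20 (called with every probe tested), *Pea15a* at 0.70 (called with values scaled to a common median and neqc), *F2r* at 0.97 (called with the wild type mice of the own line, the arrays of lower background and without any 1 of wild type 24 weeks replicates 1 and 2) and *Klk1b26* at -0.86 (called with values scaled to a common median, the mean of the probes, every probe tested, neqc and without wild type 24 weeks replicate 2). Of the settings chosen after seeing the values, neqc dropped 15 of the paper's 232, the arrays of higher background 72, those of lower background 40 and the runs of 6 arrays as a block 21.

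The paper states that *Egr1*, *Rcan1* and *Fos* were up-regulated on the arrays of the mild line at 3 weeks, and its S2 Table lists *Pln* and *Ryr2* as lower there. Here *Egr1*, *Fos* and *Rcan1* were at 0.81, 1.46 and 0.84 and *Pln* and *Ryr2* at -1.0 and -1.01, none past the thresholds. *Ccn2*, which the paper names with them, was past the thresholds at 1.66. By real-time RT-PCR the paper found *Pln* and *Ryr2* significantly reduced in the mild line at 3 weeks, and for raised *Egr1* and *Rcan1* at that age it cites its earlier article. The paper's S2 Table lists *Sun3* in the mild line at 24 weeks only, and here it was lower at both ages, by -0.95 and -0.98, neither reaching 2-fold. By real-time RT-PCR the paper found this transcript reduced in the mild line at 3 weeks, and less so at 24 weeks. For *Ctgf* (*Ccn2*) in the severe line the paper gives a larger effect at 24 weeks, and here it was 2.18 at 3 and 1.89 at 24 weeks.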

Other observations

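The genes below were chosen only after their values were seen, and the list tests in wild type hearts were not planned as a comparison of the study. In wild type hearts 41 genes were affected between 3 and 24 weeks, *Bdh1* at 2.38, *Inmt* at 2.12 and *Prune2* at 1.61 among the highest, beside *Amy2a5*, and *Eln* at -2.31, *Tfrc* at -1.80, *Igf2* at -1.75 and *Adamts12* at -1.58 lowest (adjusted p at most 3.97e-05 from limma, 4 arrays at each age). *Cdh4*, not detected on any wild type array of 3 weeks, was at least 3.75-fold higher at 24 weeks (adjusted p = 4.05e-11). Of 44 matrix and fibrosis genes 0 rose and 20 fell (1 and 26 when adjusted over the list alone), with a median of -0.40 (camera adjusted p = 2.46e-27, 0.00377 with an estimated correlation). Of 18 fibroblast markers 0 rose and 6 fell (0 and 7 over the list alone), with a median of -0.22 (adjusted p = 3.19e-06, 0.0307 with an estimated correlation), and of 21 cell cycle genes 0 rose and 3 fell (0 and 7 over the list alone), with a median of -0.25 (adjusted p = 1.35e-05, 0.254 with an estimated correlation).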
